# Whole transcriptome analysis of the hippocampus: toward a molecular portrait of epileptogenesis

**DOI:** 10.1186/1471-2164-11-230

**Published:** 2010-04-08

**Authors:** Oswaldo K Okamoto, Luciana Janjoppi, Felipe M Bonone, Aline P Pansani, Alexandre V da Silva, Fúlvio A Scorza, Esper A Cavalheiro

## Abstract

**Background:**

Uncovering the molecular mechanisms involved in epileptogenesis is critical to better understand the physiopathology of epilepsies and to help develop new therapeutic strategies for this prevalent and severe neurological condition that affects millions of people worldwide.

**Results:**

Changes in the transcriptome of hippocampal cells from rats subjected to the pilocarpine model of epilepsy were evaluated by microarrays covering 34,000 transcripts representing all annotated rat genes to date. Using such genome-wide approach, differential expression of nearly 1,400 genes was detected during the course of epileptogenesis, from the early events post *status epilepticus (SE) *to the onset of recurrent spontaneous seizures. Most of these genes are novel and displayed an up-regulation after *SE*. Noteworthy, a group of 128 genes was found consistently hyper-expressed throughout epileptogenesis, indicating stable modulation of the p38MAPK, Jak-STAT, PI3K, and mTOR signaling pathways. In particular, up-regulation of genes from the TGF-beta and IGF-1 signaling pathways, with opposite effects on neurogenesis, correlate with the physiopathological changes reported in humans.

**Conclusions:**

A consistent regulation of genes functioning in intracellular signal transduction regulating neurogenesis have been identified during epileptogenesis, some of which with parallel expression patterns reported in patients with epilepsy, strengthening the link between these processes and development of epilepsy. These findings reveal dynamic molecular changes occurring in the hippocampus that may serve as a starting point for designing alternative therapeutic strategies to prevent the development of epilepsy after acquired brain insults.

## Background

Chronic brain disorders have a profound impact on life quality since most of them are associated with cognitive impairment, and disturbance of personality or behavior. With the tendency of global population aging, the incidence of people living with such disabilities will dramatically increase in the next decades. Epilepsy is one example of prevalent and severe neurological condition, affecting approximately 50 million people worldwide [1].

Epidemiological studies reveal that about 20 to 30% of patients with epilepsy are refractory to the currently available therapies and continue to have seizures throughout their lives [2]. Temporal lobe epilepsy (TLE), which is characterized by atrophy of mesial temporal structures and hippocampal sclerosis, is the most frequent form of partial epilepsy and also the most common form of drug-refractory epilepsy [3].

The mechanisms of action of most clinically used drugs in human established epilepsies are based upon the synchronized neuronal activity and unbalance between inhibitory and excitatory neurotransmission, which are common features linked to the pathogenesis of epilepsy [4]. In that sense, voltage-gated ion channels, gabaergic, and glutamatergic systems are the classic therapeutic targets. However, these drugs act to restrain epileptic seizures in already established epilepsies rather than preventing the development of epilepsy after acquired brain insults.

Uncovering the molecular mechanisms involved in epileptogenesis is critical to understand the physiopathology of epilepsies and to help develop new therapeutic strategies based on drugs with anti-epileptogenic activity. The identification of potential therapeutic targets, however, should be facilitated by the knowledge of genes, proteins, and signaling pathways altered during the different stages of epilepsy development.

In the post-genomic era, DNA microarrays are being widely used as an experimental tool to monitor changes in gene expression levels in different pathologies. In epilepsy, the clinical implications of the microarray technology are illustrated in a few recent publications in the literature [5-9]. One drawback of such approach in humans, however, is that the experimental design is not trivial due to the lack of appropriate control samples of healthy brain tissue. Furthermore, surgical specimens often available for study do not allow correlation with the early stages of the disease. Alternatively, key molecular alterations during epileptogenesis can be examined in animals subjected to classical models of experimental epilepsy. Several well-characterized models have been described in the last decades and in many ways they mimic complex partial seizures observed in patients with TLE [10].

Recent reports of gene expression profiling are available for some of these animal models [11-15], albeit with partial transcriptome coverage and time points more closely related with responses to either *status epilepticus *(*SE*) or cumulative chronic spontaneous seizures. A comprehensive gene expression profiling designed for the study of epileptogenic process, from the early molecular changes induced by hippocampal injury to the onset of epilepsy, is still lacking.

In this work, we performed a genome wide analysis of genes differentially expressed during epileptogenesis. Virtually, all possible changes in the rat transcriptome were monitored at distinct time points corresponding to the latent to chronic phase transition of the pilocarpine model of epilepsy, one the most extensively studied chemically induced model of TLE [16-18]. Genes identified as being differentially expressed were classified based on their respective biological functions to envisage processes and pathways likely implicated in epileptogenesis. Genes stably up-regulated and working in a concerted fashion were identified, some of which displaying a parallel expression pattern in humans with epilepsy, suggesting their possible value as targets for therapy.

## Methods

### Animal model

Male adult Wistar rats (200-250 g) were used throughout the study. Animals were housed under standard controlled conditions (7:00 AM/7:00 P.M. light/dark cycle; 20-22°C; 45-55% humidity) with food and water *ad libitum*. All efforts were made to minimize animal suffering following the proposal of International Ethical Guideline for Biomedical Research (CIOMS/OMS, 1985). The study was approved by the Ethics Committee for animal research of the Federal University of São Paulo, Brazil (CEP 2053/07).

Animals (n = 5 per experimental group) were subjected to the pilocarpine model of epilepsy [19,20]. Briefly, rats were pre-treated with a subcutaneous injection of scopolamine methylnitrate (1 mg/kg, to minimize peripheral cholinergic effects), followed by a single dose of pilocarpine (350 mg/kg, dissolved in saline) (Sigma Chemical, USA) injected intraperitoneally. Control animals received the same amount of saline only. After 4 h of *SE*, pilocarpine-treated rats (Pilo) received diazepam (8 mg/kg i.p.) to block behavioral and electrographic seizures. Occurrence of spontaneous seizures was detected by continued video monitoring of animals.

### Microarray hybridization

Gene expression profiling was analyzed in hippocampi of rats treated with pilocarpine at different times during the course of epileptogenesis: 3 days post-*SE *(3 D), 7 days post-*SE *(7 D), and immediately (up to 12 h) after the first spontaneous seizure (Chronic). All three pilocarpine subgroups had a corresponding age-matched control group (saline-treated rats), from which normal hippocampi samples were obtained at the same experimental time points. Rats were killed by decapitation and the hippocampi were removed at 4°C within a period no longer than three minutes. Brain tissues were snap frozen in liquid nitrogen and stored at -80°C until RNA extraction with the RNeasy kit (Qiagen), following the manufacturer's protocol. Evaluation of RNA quantification and purification was carried out by measuring absorbance at 260 and 280 nm. A260/A280 ratios in the range of 1.8-2.0 were considered satisfactory for purity standards. Denaturing agarose gel electrophoresis was used to assess the quality of RNA samples.

Independent microarray hybridizations were carried out for each sample (n = 5, per experimental group) with oligonucleotide microarrays covering 34,000 transcripts representing all known and predictive genes of the rat genome (CodeLink™ Rat Whole Genome Bioarrays, GE Healthcare), following the manufacturer's protocol. Detailed descriptions of the Bioarray platform and expression data are publicly available, according to MIAME guidelines, at the GEO database under the accession numbers GPL2896 and GSE14763. Briefly, total RNA was extracted with RNeasy spin columns and treated with RNAse free-DNAse (Qiagen). One microgram of total RNA was reverse transcribed in the presence of T7- oligo dT primer. The resulting cDNA was used for *in vitro *transcription reaction using T7 RNA polymerase and biotinylated dUTP. Ten micrograms of target cRNA was fragmented at 94°C for 20 min and hybridized to the bioarrays at 37°C for 18 h, under 300 rpm agitation. After staining with streptavidin-conjugated Cyanine-5 dye, the slides were washed and fluorescence was measured using an Axon GenePix 4000B Scanner (Axon Instruments Inc).

### Gene Expression measurement

The fluorescent images were captured using GenePix Pro v.4.1 (Axon Instruments Inc) and the light intensities were quantified, corrected for background noise, and normalized with the CodeLink™ Expression Analysis v4.1. Spots with background contamination, shape irregularity, or pixel saturation were filtered out. Only spots flagged as "good" (G) or "low" (L) were considered in the subsequent analysis. Since the CodeLink™ system is a one-color platform, we grouped the meaningful comparisons in pairs to form ratios, as usual in two-color co-hybridized microarray platforms. Differentially expressed genes were identified by comparing the fluorescence values of a given spot (transcript) in samples from pilocarpine-treated rats vs. pair-matched control rats, using an intensity-dependent dynamic cutoff with 99% credibility level. Genes displaying expression changes equal or higher than two fold (P ≤ 0.05) were included in the analysis. These differentially expressed genes were grouped by unsupervised hierarchical clustering using correlation and average linkage metrics as described elsewhere [21].

### Gene Enrichment and Functional Annotation Analysis

Given the lists of differentially expressed genes, we performed an ontology term enrichment analysis using the DAVID 2.1 tool to find gene functional classes specifically associated with those lists [22]. In such analysis, the statistical association between being differentially expressed and belonging to a given category is accessed by the Fisher Exact test. The ontologies used were those defined by the KEGG database of metabolic pathways [23] and by the Gene Ontology Consortium [24]. The probe-to-GO and the probe-to-KEGG mapping were established based on the official annotation provided by the manufacturer.

### Real-time PCR quantification

Gene expression was quantified in hippocampi of rats treated either with saline or pilocarpine, at different times during the course of epileptogenesis (n = 5 per experimental group). One microgram of total RNA was used to synthesize cDNA by extension with oligo-dT primers and 200 U of Superscript II Reverse Transcriptase (Invitrogen Life Technologies). Quantitative reverse-transcription polymerase chain reaction was performed in a ABI 7500 Real-Time PCR System platform (Applied Biosystems) by the Sybr-Green approach (Platinum SYBR Green qPCR SuperMix-UDG, Invitrogen Life Technologies), using ROX as passive reference dye. All samples were analyzed in the same plate, in a single PCR run, and under identical conditions. Amplification specificity was assessed by dissociation curve analysis. Normalization of quantitative data was based on the expression of the housekeeping gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Quantification was based on 2^-ΔΔCT ^method, using corresponding age-matched control samples as calibrators. Amplification reactions contained 2 μL of 1:10 diluted cDNA and 10 pmoles of each primer. Basic amplification cycle suggested by the manufacturer was used, with an annealing temperature of 60°C. Primer sequences were obtained elsewhere: *NESTIN *FOR 5' AGCAACTGGCACACCTCAAG 3', *NESTIN *REV 5' GGTGTCTGCAAGCGAAAGTTC 3', *GFAP *FOR 5' CTCAGTACGAGGCAGTGGCC 3', *GFAP *REV 5' CGGGAAGCAACGTCTGTGA 3' [25], *IGF1 *FOR 5' CACAGGCTATGGCTCCAGCAT 3', *IGF1 *REV 5' TCTCCAGCCTCCTCAGATCACA 3' [26], *CDK1 *FOR 5' CGGTTGACATCTGGAGCATA 3', *CDK1 *REV 5' GCATTTTCGAGAGCAAGTCC 3', *p18(INK4c) *FOR 5' ACCGAACTGGTTTTGCTGTC 3', *p18(INK4c) *REV 5' GGGCAGGTTCCCTTCATTAT 3' [27], *TGFbeta1 *FOR 5' GAGAGCCCTGGATACCAACTACTG 3', *TGFbeta1 *REV 5' GTGTGTCCAGGCTCCAAATGTAG 3' [28], GAPDH FOR 5' GAACCTGCCGTGGGTAGAG 3', GAPDH REV 5' AGGTCGGTGTGAACGGATTTG 3' [29].

### Statistical Analyses

Microarray data: statistically significant differences among treatments were determined by the Student's *t *test and the Fisher Exact test. All conclusions are based on at least 5% level of significance (*P *≤ 0.05). Real-time PCR data: analysis was performed with the GraphPad Prism software, v.3.00 for Windows (San Diego, CA, USA). Data were analyzed by Two-way ANOVA, Treatment (2) × Time (3), with Bonferroni as *post-hoc *test, since there was a normal distribution. Significance was established at the P ≤ 0.05 level.

## Results

### Latent period of the pilocarpine model is marked by dynamic changes at the molecular level

As extensively described by Turski et al., 1983 [19], a single high dose of pilocarpine, a potent muscarinic cholinergic agonist originally isolated from the leaves of South American shrubs, induced sequential behavioral changes characteristic of sustained epileptic activity. Few minutes after pilocarpine administration, the animals exhibited stereotypical oral and mastigatory movements, hypokinesia, salivation, chewing, sniffing-head, tremor, and partial or generalized limbic seizures that evolved to *SE*. The mortality within the first 24 h of pilocarpine administration was around 30%. Only those animals that achieved *SE *and survived were included in the study (n = 5 per experimental group). This acute phase was followed by a latent period during which the animals were initially comatose or unresponsive to their environment due to *SE *and progressively returned to normal behavior, usually within three days post-*SE*. This period is also described as a "silent" period due to the absence o behavioral and electrographic evidences of seizures. Spontaneous and recurrent seizures typically characterized by facial automatism, forelimb clonus, and rearing followed by loss of postural control and generalized clonic seizures lasting 25-35 sec. tend to occur later on, being a hallmark of the chronic period of the pilocarpine model. Time to first spontaneous seizure ranged from nine to 17 days. The latent period of the pilocarpine model of epilepsy is known to vary among animals and our results are in agreement with the literature [16].

Although clinically silent, the period spanning *SE *and the beginning of spontaneous seizure activity is critical to evaluate changes that might be relevant to epileptogenesis. Therefore, a whole transcriptome analysis was performed with the purpose of identifying genes differentially expressed after pilocarpine-induced *SE*. 

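Total RNA of the hippocampus was hybridized to CodeLink Rat Whole Genome arrays, with 1 array per rat. The rats had received pilocarpine (350 mg/kg), a cholinergic agonist that induces SE, and SE was interrupted after 4 h. Arrays were made 3 days after SE (D3, n = 5), 7 days after SE (D7, n = 5) and within 12 h of the first spontaneous seizure, which came 9 to 17 days after SE (Chronic, n = 5). The paper states 5 rats for each group, with a group of saline-treated controls of the same age for each of the 3 times. Only 1 control array for each time was available here, and these 3 arrays of different times were taken as a single control group (Control, n = 3). The number of arrays limits the precision of every value. No paired analysis was possible because the groups share no replicate numbers. The authors subtracted the background of each spot and divided the intensities of each array by 1 constant, so that the median spot lies near 1. They compared each group with its time-matched controls by a cutoff that depends on intensity, a P of at most 0.05 and a fold limit of 2. Here the log2 of the normalized intensities of all 18 arrays was fitted with limma as 4 groups. A gene or probe was called higher or lower, and is said to have risen or fallen, at an adjusted p under 0.05 over all 33800 probes tested and a change of at least 2-fold. Changes are given as log2 fold changes with their standard error. Where the spots of the lower group were all marked as low signal, the change is also given as a lower bound on the fold, and where those of both groups were, no fold is given. Genes were examined in 34 lists of pathways and cell types chosen before the data were examined, with 1 probe per gene. Each list was tested against all other genes with limma's camera at a preset correlation of 0.01, and again with the correlation estimated from the list.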

The starting total RNA used in the hybridizations was extracted from hippocampi at different times during the course of epileptogenesis. 

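Spp1, which encodes the secreted matrix protein osteopontin, rose at all 3 times. Its log2 fold change over Control was 5.17 ± 0.63 (standard error, n = 5 against 3) at D3, 3.67 ± 0.63 at D7 and 4.76 ± 0.63 in Chronic, or at least 18.1-fold, 6.38-fold and 13.6-fold. Clec7a, a receptor of phagocytes for fungal glucans, rose by 5.15 ± 0.51 at D3, 4.23 ± 0.51 at D7 and 5.15 ± 0.51 in Chronic. Lgals3, which encodes galectin-3, rose by 4.52 ± 0.42 at D3, 3.29 ± 0.42 at D7 and 3.17 ± 0.42 in Chronic. Scn7a, which encodes an atypical sodium channel, rose by 3.00 ± 0.37, 2.78 ± 0.37 and 3.28 ± 0.37. Over the whole array, 2190 probes were called against Control at 1 or more of the 3 times, and 1107 named genes had such a probe. With the time-matched control array in place of the 3, Clec7a and Scn7a were called at all times. Spp1 was then called at D3 but not at D7 (adjusted p = 0.0566) or in Chronic (adjusted p = 0.0538), and Lgals3 not in Chronic (adjusted p = 0.0647).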

After a typical microarray-based analysis (Figure 1), alterations in the expression of almost 1,400 genes were detected, suggesting an intense molecular activity during the latent to chronic phase transition of the pilocarpine model. A total of 736, 328, and 326 genes were found differentially expressed three days post-SE (D3), seven days post-SE (D7), and after the first spontaneous seizure (Chronic), respectively. 

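At D3, 1157 probes were higher than in Control and 395 lower. At D7 the numbers were 1035 and 146, and in Chronic 770 and 207. Quantile normalization left 256 lower at D3 and 130 in Chronic, and scaling at the percentile 75 left 64 lower at D7 and 117 in Chronic. Without D7 replicate 33, 87 were lower at D7. Counted with 1 probe per gene, 628 genes were higher and 120 lower at D3, 469 and 60 at D7, and 354 and 83 in Chronic. Among the highest at D3 were Timp1, an inhibitor of matrix metalloproteinases (4.42 ± 0.56, standard error, n = 5 against 3), and Hspb1, a small heat shock protein (4.29 ± 0.52). Ccl3, a chemokine that attracts monocytes, was among the highest at D7 (3.86 ± 0.39, at least 5.46-fold) and in Chronic (3.52 ± 0.39, at least 4.29-fold). Cd74, the invariant chain of MHC class II, was among the highest in Chronic (3.59 ± 0.48), as was the nuclear regulator of NF-kappa-B Bcl3 (3.30 ± 0.45). Among the genes that fell furthest in Chronic were Pdyn, the precursor of dynorphins (-2.21 ± 0.50), and Sstr1, a somatostatin receptor (-1.68 ± 0.39), which was not called without Control replicate 26 (adjusted p = 0.0551). Against only the control array of the same time in place of the 3, 457 probes were higher and 52 lower at D7, and 70 and 13 in Chronic, while at D3 188 were lower. Cd74 (adjusted p = 0.115), Bcl3 (0.124), Pdyn (0.193) and Sstr1 (0.294) were then not called in Chronic.

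**Figure D1:**
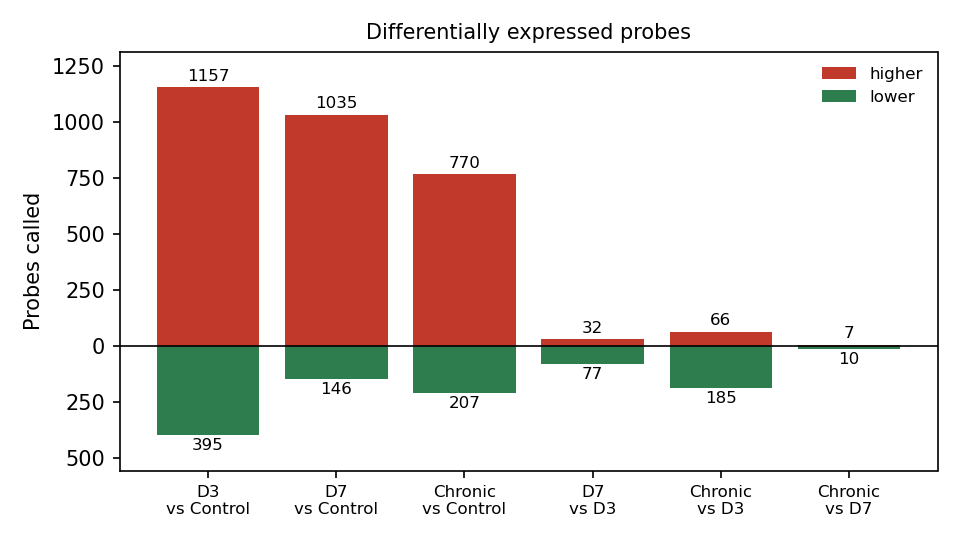
Number of probes (vertical axis) called higher or lower in each of the 6 comparisons (horizontal axis), at an adjusted p under 0.05 from limma and at least 2-fold. Each bar is 1 count from 18 arrays. The counts against Control are highest at D3, with 1157 probes higher and 395 lower.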

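Genes of neurons were among those that fell. Of 13 measured genes of excitatory neurons, 3 fell at D3, namely Calb1, which encodes the calcium buffer calbindin (-1.35 ± 0.28, standard error, n = 5 against 3), the neurofilament gene Nefm (-1.26 ± 0.21) and the synaptic kinase gene Camk2a (-1.14 ± 0.29). None fell at D7, and 1 in Chronic, where Calb1 was at -1.27 ± 0.28. Of 13 interneuron genes, Pvalb (-1.20 ± 0.20) and Calb2 (-1.22 ± 0.32) fell at D3, and Npy, which encodes neuropeptide Y, rose 2.63-fold. Of 22 glutamate receptor genes, the AMPA receptor gene Gria4 fell at D3 (-1.26 ± 0.19) and D7 (-1.06 ± 0.19), and the NMDA receptor gene Grin3a in Chronic (-1.20 ± 0.33). Of 31 genes of voltage-gated and HCN channels, 1 fell, the potassium channel gene Kcnq5 at D3 (-1.04 ± 0.23). The counts at D3 were equal when adjusted over the list alone, by which 1 interneuron gene also fell at D7 and 1 rose in Chronic. As lists at D3, the excitatory neuron genes had a median of -0.76 (adjusted p = 0.0016 from limma's camera), the glutamate receptor genes -0.56 (adjusted p = 0.000971), the channel genes -0.47 (adjusted p = 0.000944) and the interneuron genes -0.32 (adjusted p = 0.0312). No list of the 4 passed with an estimated correlation, at adjusted p = 0.186, 0.179, 0.357 and 0.179 in the same order. The means of these 4 lists also lay below Control on every D7 and Chronic array. For the excitatory neuron genes they ran from -0.90 to -0.40 at D3, -0.81 to -0.20 at D7 and -0.67 to -0.29 in Chronic. Of all 3710 calls against Control, 79.8% were of higher probes, with 74.5% at D3, 87.6% at D7 and 78.8% in Chronic. Without the fold limit, 34.6% of the calls were of higher probes, so the balance of calls rests on that limit. The interneuron list did not pass at D3 without D3 replicate 13 (adjusted p = 0.0548 from camera). Npy at D3 was not called when any 1 control array, D3 replicate 12, D3 replicate 11, D3 replicate 14 or D3 replicate 15 was left out, with adjusted p up to 0.107, and Grin3a in Chronic when any 1 control array or Chronic replicate 44 was left out, with adjusted p up to 0.0763. Kcnq5 without D3 replicate 13 or Control replicate 26, and Pvalb without Control replicate 36, were just under 2-fold lower at D3 and not called. Gria4 was not called at D7 without D7 replicate 33 (log2 fold change -0.86) and Camk2a at D3 without D3 replicate 12 (log2 fold change -0.89). Against only the control array of the same time, Calb1, Camk2a, Calb2, Npy and Kcnq5 at D3, Gria4 at D7 and Calb1 and Grin3a in Chronic were not called.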

Noteworthy, the vast majority of these differentially expressed genes (90%) had their expression up-regulated after *SE*, while the remainder 10% corresponded to hypo-expressed genes at the same time points analyzed (D3 = 81, D7 = 19, Chronic = 31).

**Figure 1:**
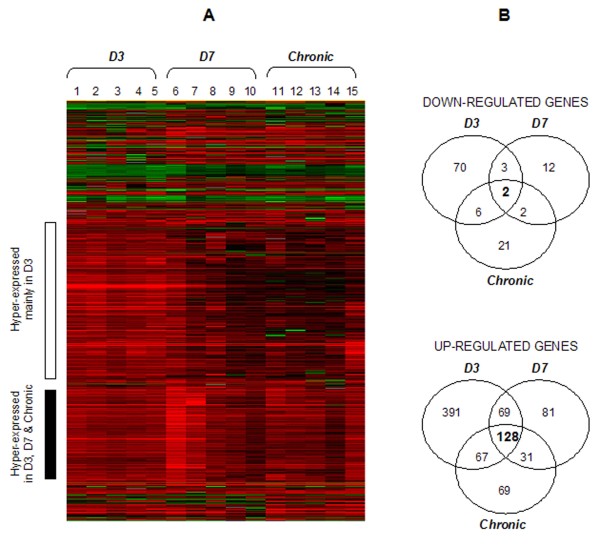
**Gene expression profiling during epileptogenesis**. (**A**) Hierarchical clustering of hippocampal genes displaying greater than 2-fold changes in expression following *SE *(P ≤ 0.05). Each row: relative expression of a single gene; each column: a biological sample; red: hyper-expression; green: hypo-expression. Several genes exhibited a consistent hyper-expression throughout the time points analyzed (black bar cluster) while others were mainly hyper-expressed at D3 (white bar cluster). (**B**) Venn diagram discriminating the amount of genes differentially expressed three days post-SE (D3), seven days post-*SE *(D7), and immediately after the first spontaneous seizure (Chronic).

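Genes of cell division and of the matrix were among those that set D3 apart from the later times. Pbk, a mitotic kinase, was at 4.36 ± 0.36 (standard error, n = 5 against 3) over Control at D3 and fell by D7 (-2.13 ± 0.31 from D3, n = 5 against 5) and further in Chronic (-3.47 ± 0.31 from D3). Pttg1, which encodes securin, was -1.79 from D3 at D7 and -2.55 in Chronic. Bgn, which encodes the matrix proteoglycan biglycan, rose at D3 (1.67 ± 0.29) and was -1.77 ± 0.25 from D3 at D7 and -1.97 ± 0.27 in Chronic. Fbln2, which encodes the matrix protein fibulin-2, was -1.95 ± 0.36 and -2.30 ± 0.36. Lcn2, an iron-binding acute phase protein, was -2.27 ± 0.36 and -2.47 ± 0.36. Other genes were lower at D3. Agt, the precursor of angiotensin, fell at D3 (-1.32 ± 0.21) and was higher than at D3 both at D7 (1.16 ± 0.18) and in Chronic (1.11 ± 0.18). Prox1, a transcription factor of dentate granule cells, was 1.27 ± 0.15 above D3 in Chronic. In all, 77 probes were lower and 32 higher at D7 than at D3, and 185 lower and 66 higher in Chronic than at D3. Chronic and D7 differed at 7 probes higher and 10 lower, a difference for which chance was not excluded by other groupings of these arrays. With 1 array left out, the probes higher at D7 than at D3 numbered 13 (without D7 replicate 32 or 34) to 40, with 16 or 17 without D3 replicate 12, D3 replicate 14 or D7 replicate 35. Those higher in Chronic than at D3 numbered 35 (without Chronic replicate 41 or 42) to 78, with 41 without D3 replicate 12, and those higher in Chronic than at D7 2 (without Chronic replicate 41) to 15 (without Chronic replicate 43). The count of probes lower at D7 than at D3 ranged from 35 without D3 replicate 12 to 132 without D7 replicate 33, an array that stood apart from its group. Agt was not called between Chronic and D3 without Chronic replicate 43 (log2 fold change 0.95).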

### Pilocarpine-induced *SE *promotes constitutive changes in gene expression

Among the 1,400 differentially expressed genes, of particular interest was the finding of a large group of 128 genes commonly over-expressed in D3, D7, and Chronic groups, indicative of a stable gene up-regulation throughout the latent to chronic phase transition of the pilocarpine model. 

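Among the genes higher at all 3 times was Serping1, which encodes the C1 inhibitor of complement, at 2.88 ± 0.25 (standard error, n = 5 against 3) at D3, 3.25 ± 0.25 at D7 and 2.99 ± 0.25 in Chronic. Cd68, a lysosomal protein of macrophages, was at 3.50 ± 0.48, 3.40 ± 0.48 and 3.16 ± 0.48. Itgb2, the beta chain of leukocyte integrins, was at 2.13 ± 0.39, 2.77 ± 0.39 and 2.64 ± 0.39. A2m, a secreted protease inhibitor of the acute phase, was at 2.82 ± 0.15, 1.97 ± 0.15 and 2.04 ± 0.15. Hmox1, which encodes heme oxygenase-1, was at 2.60 ± 0.40, 2.16 ± 0.40 and 2.08 ± 0.40. In all, 485 probes were called higher at the 3 times. They comprise 328 probes of 302 named genes and 157 probes without a gene name. The 3 comparisons share their control arrays, which alone makes their lists overlap. Independent lists of these sizes would share 0.807 probes. Lists of the same sizes drawn from simulated groups without any change shared a median of 278.5 probes and at most 342 in 20 simulations over 30451 probes. No simulated probe passed the thresholds at all 3 times. With 1 control array for each time, 27 probes were called at the 3 times, 25 of them among the 485, and Cd68, Itgb2 and Hmox1 were not called in Chronic, nor Hmox1 at D7.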

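The probes higher at all 3 times outnumbered those called higher at any single time with the 3 shared controls, an order that did not hold with time-matched controls. Called at D3 and at no other time were 385 probes, at D7 250 and in Chronic 122. Another 212 were called at D3 and D7, 75 at D3 and in Chronic, and 88 at D7 and in Chronic. Against the time-matched control array, 662 probes were higher at D3 alone, 242 at D7 alone and 26 in Chronic alone, and 27 at all 3 times. Postn, which encodes the matrix protein periostin, rose at D3 (3.26 ± 0.47, standard error, n = 5 against 3, at least 8.02-fold) and was not called at D7 (at least 1.67-fold) or in Chronic (at least 2.17-fold), and was lower at both later times than at D3 (-2.27 ± 0.41 and -1.89 ± 0.41), in Chronic not without D3 replicate 12 (adjusted p = 0.0524). Enpp6, an enzyme of newly forming oligodendrocytes, rose at D7 (1.20 ± 0.28), though not without D7 replicate 33 (log2 fold change 0.92). Inhba, which encodes the beta A chain of activin, rose in Chronic (2.28 ± 0.64), where its difference from D3 was 1.18 ± 0.55 (adjusted p = 0.286 from limma). Inhba was not called in Chronic when any 1 control array was left out, with adjusted p up to 0.0874. With the time-matched control array alone, neither Enpp6 nor Inhba was called. Being called at a single time does not show that a probe differed between times, which was tested directly only between the pilocarpine groups.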

As depicted in the Venn diagram of figure 1B, this amount of commonly over-expressed genes is higher than the number of genes exclusively up-regulated at each of the respective time points, with the exception of D3. In contrast, among the down-regulated genes, only two genes were found simultaneously hypo-expressed at all time points analyzed and, to date, no biological functions have been described for them.

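Among the genes that fell at all 3 times was Htr5b, which encodes a serotonin receptor, at -2.07 ± 0.45 (standard error, n = 5 against 3) at D3, -1.75 ± 0.45 at D7 and -1.94 ± 0.45 in Chronic. Trhr, the receptor of thyrotropin-releasing hormone, was at -1.48 ± 0.30, -1.49 ± 0.32 and -1.52 ± 0.30. A probe of the retinoid receptor gene Rxrg was at -1.66 ± 0.34, -1.56 ± 0.34 and -2.05 ± 0.34. Klhl14 was at -2.13 ± 0.47, -1.56 ± 0.45 and -2.39 ± 0.45. Gpc3, a cell surface proteoglycan, was at -1.76 ± 0.22, -1.26 ± 0.22 and -1.43 ± 0.22. Tpd52l1 was at -1.36 ± 0.29, -1.29 ± 0.29 and -1.55 ± 0.29, and Fibcd1, which encodes a membrane receptor for chitin, at -1.87 ± 0.35, -1.30 ± 0.35 and -1.33 ± 0.35. In all, 40 probes were called lower at the 3 times, 29 of them with a gene name. Independent lists of these sizes would share 0.0105 probes. Lists of the same sizes from simulated unchanged groups shared a median of 23.5 and at most 51. The size of the overlap alone is therefore within what the common controls give. These simulated lists were not limited to probes passing the thresholds, and no simulated probe passed them at all 3 times. The simulation thus bears on the size of the overlap and not on the calls themselves. Without D7 replicate 33 the count was 24, of which 21 were among the 40. With quantile normalization it was 21 and with scaling at the percentile 75 it was 22, all of them among the 40. With 1 control array for each time, 1 probe was called lower at the 3 times, and Htr5b, Klhl14, Fibcd1 and this probe of Rxrg were then not called at any time. Trhr and Tpd52l1 were then called at D3 only, and Gpc3 was not called at D7. Htr5b was not called at D7 without Control replicate 36 (adjusted p = 0.0609), nor Klhl14 when any 1 control array or D7 replicate 33 was left out, with adjusted p up to 0.071. Fibcd1 was not called at D7 without D7 replicate 33, Control replicate 26 or Control replicate 36, with adjusted p up to 0.0551, and in Chronic without Control replicate 26 (adjusted p = 0.0597) or without Control replicate 36 (adjusted p = 0.0588).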

### Biological processes and signaling pathways associated with epileptogenesis

When functionally classifying genes based on the Gene Ontology Consortium terminology, a myriad of biological processes could be related to the genes affected by *SE*. Since the overall representation of genes and corresponding annotated functions in the entire rat genome may confer a bias in this type of functional classification and because a single gene may belong to multiple functional categories, one major challenge is to distinguish processes and functions specifically associated with epileptogenesis from those found due to random chance. Therefore, a statistical test was applied to circumvent this issue and identify functional categories over-represented among the genes regulated by *SE *in hippocampal cells.

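The gene lists that differed from Control included those of reactive astrocytes, the lysosome and sterol synthesis. Of 20 measured genes of reactive astrocytes, 16 rose at D3, 12 at D7 and 11 in Chronic, and none fell (16, 13 and 13 when adjusted over the list alone). Aspg, an asparaginase of reactive astrocytes, was at 4.35 ± 0.54 (standard error, n = 5 against 3) at D3, at least 10.2-fold, and 3.41 ± 0.54 in Chronic, at least 5.3-fold. Of 24 lysosomal genes, 10 rose at D3, 13 at D7 and 8 in Chronic, with equal counts when adjusted over the list alone. They include Gpnmb, a glycoprotein of phagocytes (3.44 ± 0.22 at D3, 2.89 ± 0.22 at D7 and 2.98 ± 0.22 in Chronic), and the protease genes Ctsz (2.77 ± 0.40 at D3) and Ctsc (1.89 ± 0.25 at D3). Of 23 genes of sterol biosynthesis, 7 fell at D7 and none at D3 or in Chronic, again with equal counts when adjusted over the list alone. Fdft1, which encodes squalene synthase, was at -1.28 ± 0.13 at D7, Hmgcs1, which encodes an early enzyme of the pathway, at -1.30 ± 0.16, and Insig1, a sterol-sensing regulator of it, at -1.27 ± 0.16. As a list the sterol genes were lower than other genes at all 3 times, with a median of -0.49 at D3 (adjusted p = 5.97e-06 from camera, and 0.121 with an estimated correlation), -0.85 at D7 and -0.42 in Chronic (adjusted p = 3.95e-05, and 0.161 with an estimated correlation). Sterol genes were higher in Chronic than at D7, by a median of 0.44 with 23 of 23 above 0 (adjusted p = 2.12e-21 from camera, and 0.0184 with an estimated correlation). Of the 34 lists, 14 were higher and 6 lower than other genes at D3, 15 and 6 at D7, and 16 and 6 in Chronic. The adjusted p from camera at D3 was 9.63e-14 for reactive astrocytes and 1.08e-13 for the lysosome, and at D7 4.99e-14 for sterol biosynthesis. With an estimated correlation, no list passed at D3 or in Chronic, and 4 higher and 1 lower at D7. The reactive astrocyte list then had adjusted p = 0.0629 at D3, 0.0788 at D7 and 0.0674 in Chronic, the lysosome list 0.0629, 0.046 and 0.0674, and the sterol list 0.0391 at D7. Against only the control array of the same time, 12 genes of reactive astrocytes rose at D3, 3 at D7 and 1 in Chronic, 9, 11 and 1 of the lysosome, and 1 sterol gene fell at D3, 11 at D7 and 0 in Chronic. Aspg was then not called in Chronic (adjusted p = 0.134).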

Figure 2 summarizes the number of enriched genes, their corresponding molecular functions, and respective *P*-values for functional association. Such classification strategy revealed that the subset of 128 genes commonly up-regulated in D3, D7, and chronic groups were particularly enriched in genes functioning in immune response (including humoral defense mechanism and, more specifically, complement and coagulation cascades), cell motility, apoptosis, and intracellular signaling cascades. 

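The genes higher at all 3 times held 9 of the 15 measured complement genes, 11 of 20 genes of reactive astrocytes, 9 of 19 of microglia and macrophages and 8 of 18 of antigen presentation. C1qa, a chain of the first complement component, was at 2.03 ± 0.21 (standard error, n = 5 against 3) at D3, 2.14 ± 0.21 at D7 and 1.73 ± 0.21 in Chronic. C1qb was at 2.32 ± 0.25, 2.27 ± 0.25 and 1.64 ± 0.25, and C3ar1, the receptor of the complement fragment C3a, at 2.26 ± 0.32, 1.99 ± 0.32 and 1.47 ± 0.32. Of the other lists, they held 7 of 30 genes of apoptosis, 8 of 24 of the lysosome, 7 of 31 chemokines and cytokines and 5 of 38 of extracellular matrix and wound healing. Ripk3, a kinase of necroptosis, was at 2.69 ± 0.44, 2.41 ± 0.44 and 2.19 ± 0.44, and Bcl2a1, an inhibitor of apoptosis, at 2.19 ± 0.36, 2.17 ± 0.37 and 2.11 ± 0.36. These were shares of 262 common genes among 12331, tested with a one-sided Fisher's exact test. The p-values were adjusted over the 34 fixed lists and the study's own 3. The adjusted p was 8.48e-13 for reactive astrocytes, 4.25e-11 for complement, 5.46e-10 for microglia and macrophages, 1.01e-08 for antigen presentation, 1.26e-07 for the lysosome, 1.28e-05 for apoptosis, 1.42e-05 for chemokines and 0.00436 for matrix and wound healing. TGF-beta signaling (3 of 32, adjusted p = 0.0927), Jak-STAT signaling (2 of 28, 0.28), MAPK signaling (1 of 30, 0.926) and IGF, PI3K and mTOR signaling (1 of 34, 0.96) did not pass. As a list, complement had 10 genes higher at D3, 10 at D7 and 9 in Chronic, also when adjusted over the list alone, and a median of 1.89 at D3 (adjusted p = 2.98e-10 from camera, and 0.0629 with an estimated correlation). Apoptosis was higher at D3 with 8 genes called, also over the list alone (adjusted p = 6.59e-05 from camera, and 0.0629 with an estimated correlation). With the time-matched control array alone, 9 complement genes rose at D3, 7 at D7 and 2 in Chronic, and 7 genes of apoptosis rose at D3. C1qb, C3ar1, Ripk3 and Bcl2a1 were then not called in Chronic, nor Ripk3 and Bcl2a1 at D7. Among the 18 common genes left when only the control array of each time was used, 2 lists passed, chemokines and cytokines and apoptosis, with 2 genes each (adjusted p = 0.0113 for both). From its own Fisher's exact test of functional categories, the paper concludes that the common genes were enriched in immune defense with complement and coagulation, in motility, in apoptosis and in signaling cascades.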

The differentially expressed genes and respective functional categories are depicted in table 1. 

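Of the 45 genes listed in Table 1, 42 were measured with a gene name, and 37 of them rose at all 3 times. The study chose these genes on the same samples, so their counts are not independent evidence of direction. Itgal, the alpha chain of a leukocyte integrin, was at 3.29 ± 0.45 (standard error, n = 5 against 3) at D3, 2.51 ± 0.45 at D7 and 2.06 ± 0.45 in Chronic. Ifi30, a lysosomal thiol reductase of antigen processing, was at 2.53 ± 0.32, 2.23 ± 0.32 and 2.11 ± 0.32. F10, which encodes coagulation factor X, was at 2.09 ± 0.52 at D3 and 2.65 ± 0.52 in Chronic, and rose 7.48-fold at D7. Vav1, an exchange factor of blood cells, was at 2.38 ± 0.34, 2.33 ± 0.32 and 1.91 ± 0.32, and Arpc1b, a subunit of the actin-nucleating complex, at 1.96 ± 0.27 at D3 and 1.77 ± 0.27 at D7, and rose 2.82-fold in Chronic. Tnfsf4, a ligand that costimulates T cells, was at 2.31 ± 0.29 at D3, at least 3.94-fold. Csf1r, a receptor of microglia, rose at D7 (1.34 ± 0.19) and was at 0.97 ± 0.19 at D3 and 0.93 ± 0.19 in Chronic by its brightest probe, and rose at all 3 times by its other probe. Sh3bp2 rose at D3 (1.22 ± 0.31) and D7 (1.28 ± 0.31) and was at 0.92 ± 0.31 in Chronic (adjusted p = 0.0495 from limma). Cd4, Arhgap29 (0.31 ± 0.24 at D3) and Adcy7 were not called at any time. When the control array of that time stood alone, 5 of the genes rose at all 3 times in place of 37, the same number as by a t test at an adjusted p under 0.05, and F10 and Sh3bp2 were not called at any time, Itgal not at D7 or in Chronic, and Ifi30, Vav1 and Arpc1b not in Chronic.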

Regarding signaling pathways, those corresponding to over- and hypo- expressed genes during all experimental times studied after *SE *are illustrated in table 2. 

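Of 21 genes of Table 2 measured here, 10 rose and 3 fell at D3, 9 and 1 at D7, and 8 and 1 in Chronic. The study chose these genes on the same samples, so the counts are not independent evidence of direction. Plcb2, a phospholipase C of leukocytes, rose at D3 (1.62 ± 0.32, standard error, n = 5 against 3), D7 (1.80 ± 0.32) and in Chronic (1.42 ± 0.32). Tgfbr1, a receptor of TGF-beta, rose at D3 (1.23 ± 0.27), D7 (1.25 ± 0.28) and in Chronic (1.03 ± 0.27). Pik3c2b, a class II PI 3-kinase, was called at D7 (adjusted p = 0.0101 from limma) and in Chronic (0.0286), but its spots were of low signal on all arrays, so no fold is given. Acvr1c, a receptor of the activin type, rose at D3 (1.48 ± 0.37) and in Chronic (1.47 ± 0.37) and was at 0.55 ± 0.37 at D7. Cckbr, a cholecystokinin receptor, fell at D3 (-1.32 ± 0.19). Jak3, a kinase of cytokine receptors, rose at D3 (1.30 ± 0.20) and D7 (1.08 ± 0.20), Ifngr1, a chain of the interferon gamma receptor, at D3 (1.03 ± 0.12) and D7 (1.22 ± 0.12), and Stat3 at D3 (1.02 ± 0.18). Not called at any time by their brightest probes were Map2k1, Mapk14, Cacna1g, Pik3r1, Pik3r3, Rasa2 and Csf2rb. Mapk14, which encodes p38 alpha, was taken for the paper's P38 Mapk, which names no isoform. Tgfbr1 was not called in Chronic without Chronic replicate 43 (log2 fold change 1.00) or without Control replicate 26 (adjusted p = 0.0732), nor at D7 without D7 replicate 33 (log2 fold change 0.91). Acvr1c was not called in Chronic without Control replicate 36 (adjusted p = 0.0606), Plcb2 in Chronic without Control replicate 26 (adjusted p = 0.0642), Jak3 at D7 without D7 replicate 33 (log2 fold change 0.98) or without Control replicate 36 (log2 fold change 0.99), Ifngr1 at D3 without Control replicate 47 (log2 fold change 0.96), Stat3 at D3 without D3 replicate 14 (log2 fold change 0.98) or without Control replicate 36 (log2 fold change 0.96), and Pik3c2b in Chronic when any 1 control array, Chronic replicate 41 or Chronic replicate 43 was left out, with adjusted p up to 0.11. Against only the control array of the same time, 6 genes rose and 2 fell at D3, 5 rose at D7, and none was called in Chronic. Plcb2 was then not called at D7 or in Chronic, Tgfbr1 at no time, Pik3c2b neither at D7 nor in Chronic, Acvr1c at neither D3 nor in Chronic, and Ifngr1 and Stat3 not at D3.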

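Of 28 measured genes of Jak-STAT signaling, 8 rose at D3, 5 at D7 and 3 in Chronic, and none fell (8, 6 and 4 when adjusted over the list alone). Il10ra, the receptor of the anti-inflammatory interleukin-10, rose at D3 (1.18 ± 0.21, standard error, n = 5 against 3), D7 (1.53 ± 0.21) and in Chronic (2.14-fold), and Osmr, the receptor of oncostatin M, was called at D3 (adjusted p = 0.0111 from limma), with a good spot on 1 array. Of 30 genes of MAPK signaling, 1 rose at each time, the growth arrest gene Gadd45a, with 2.21 ± 0.27 at D3, 1.43 ± 0.27 at D7 and 1.67 ± 0.27 in Chronic, and 1 fell, at D3. Of 34 genes of IGF, PI3K and mTOR signaling, 2 rose at D3, 3 at D7 and 2 in Chronic, and none fell. Inpp5d, a phosphatase of PI 3-kinase signaling in blood cells, rose at D3 (1.26 ± 0.23) and D7 (1.60 ± 0.23). The counts of the MAPK list and of the IGF, PI3K and mTOR list were equal when adjusted over the list alone. As a list, Jak-STAT signaling was higher than other genes at D3 (median 0.37, adjusted p = 0.000118 from camera), D7 (0.50, adjusted p = 1.55e-06) and in Chronic (0.36, adjusted p = 2.36e-05). With an estimated correlation it did not pass, at adjusted p = 0.109, 0.0752 and 0.0844 in the same order. MAPK signaling was not shifted at D3 (adjusted p = 0.694), D7 (0.647) or in Chronic (0.74), nor was IGF, PI3K and mTOR signaling (0.156, 0.222 and 0.208). Without the arrays that stood apart, D7 replicate 33 and Chronic replicate 41, 2 of the 28 Jak-STAT genes rose at D7. Osmr was not called without Control replicate 26 (adjusted p = 0.108), and with the time-matched control array 6 Jak-STAT genes rose at D3, 3 at D7 and none in Chronic, 2 MAPK genes at D3 and none later, and 1 gene of the IGF, PI3K and mTOR list at D3, 2 at D7 and none in Chronic. Inpp5d was then not called at D3, Il10ra not in Chronic and Gadd45a not at D7 or in Chronic.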

From this later analysis, it can be noticed that MAPK, Jak-STAT, Phosphatidyl inositol, TGF-beta, and mTOR signaling pathways were found regulated in pilocarpine-treated animals throughout the epileptogenesis period evaluated.

**Figure 2:**
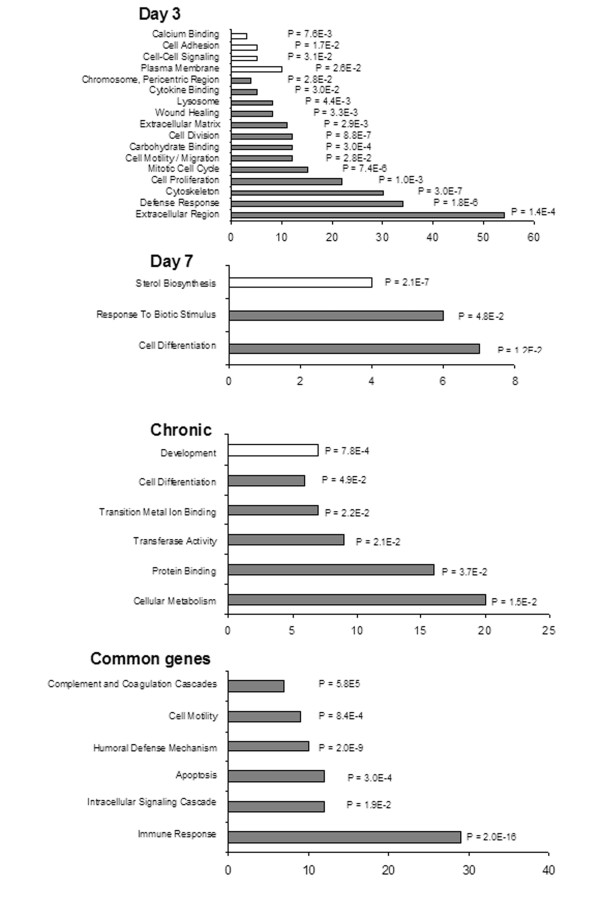
**Functional classification of genes differentially expressed during epileptogenesis**. Fisher Exact test was applied to identify functional categories over-represented among the genes regulated by *SE *in hippocampal cells, thereby ensuring statistical significance. D3 = three days after *SE*; D7 = seven days after SE; Chronic = immediately after the first spontaneous seizure; Common = genes found differentially expressed in all previous groups.

**Table 1:** Genes commonly up-regulated throughout epileptogenesis, from the early events post-*SE *to the onset of recurrent spontaneous seizures.

Accession No.	Fold change			Description
		
	D3	D7	Chronic	
**Immune response**				
RN.72599	5,1	12,2	7,4	colony stimulating factor 1 receptor
RN.16195	3,7	4,0	3,2	caspase 11
RN.14655	9,6	5,6	4,1	integrin alpha l
RN.16643	4,8	4,2	3,1	fc receptor, igg, high affinity i
RN.2393	5,7	5,0	3,6	complement component 1, q subcomponent, gamma polypeptide
RN.6702	5,0	4,8	3,1	complement component 1, q subcomponent, beta polypeptide
RN.10089	4,7	4,2	3,8	cyclin-dependent kinase inhibitor 1a
RN.48861	5,2	4,8	3,6	vav 1 oncogene
RN.10748	2,9	3,9	5,5	cd4 antigen
RN.81052	2,7	4,5	4,5	complement component 4a
RN.5892	5,8	6,3	5,1	major histocompatibility complex, class ii, dm beta
RN.780	7,0	3,9	4,1	alpha-2-macroglobulin
RN.38575	3,2	3,8	3,5	neutrophil cytosolic factor 1
RN.100285	7,7	9,9	8,3	serine (or cysteine) peptidase inhibitor, clade g, member 1
RN.92197	4,7	6,5	5,9	linker for activation of t cells family, member 2
RN.3176	4,2	4,7	3,8	lymphocyte antigen 86 (predicted)
RN.101608	4,9	4,2	4,5	lymphocyte specific 1
RN.58420	3,1	2,6	2,7	similar to ikappab-zeta (predicted)
RN.16670	5,9	4,2	4,5	basic leucine zipper transcription factor, atf-like (predicted)
RN.98333	4,2	4,6	4,0	complement component 2
RN.42962	4,3	6,8	6,2	integrin beta 2
RN.105647	4,1	4,4	3,3	complement component 1, q subcomponent, alpha polypeptide
RN.37880	4,7	4,6	5,6	small inducible cytokine a4
RN.10330	6,7	4,8	5,9	cd8 antigen, beta chain
RN.10139	10,9	12,8	10,1	chemokine (c-c motif) ligand 3
RN.30043	4,8	5,7	4,9	tumor necrosis factor (ligand) superfamily, member 4
RN.3370	5,7	4,6	4,3	interferon gamma inducible protein 30
RN.90166	3,4	3,7	3,2	protein tyrosine phosphatase, receptor type, c
RN.33323	6,0	6,0	4,8	fc receptor, igg, low affinity iib
				
**Humoral Defense Mechanism**				
RN.105647	4,1	4,4	3,3	complement component 1, q subcomponent, alpha polypeptide
RN.81052	2,7	4,5	4,5	complement component 4a
RN.72599	5,1	12,2	7,4	colony stimulating factor 1 receptor
RN.100285	7,7	9,9	8,3	serine (or cysteine) peptidase inhibitor, clade g, member 1
RN.2393	5,7	5,0	3,6	complement component 1, q subcomponent, gamma polypeptide
RN.10139	10,9	12,8	10,1	chemokine (c-c motif) ligand 3
RN.16670	5,9	4,2	4,5	basic leucine zipper transcription factor, atf-like (predicted)
RN.6702	5,0	4,8	3,1	complement component 1, q subcomponent, beta polypeptide
RN.42962	4,3	6,8	6,2	integrin beta 2
RN.33323	6,0	6,0	4,8	fc receptor, igg, low affinity iib
				
**Complement and Coagulation Cascades**				
RN.81052	2,7	4,5	4,5	complement component 4a
RN.780	7,0	3,9	4,1	alpha-2-macroglobulin
RN.100285	7,7	9,9	8,3	serine (or cysteine) peptidase inhibitor, clade g, member 1
RN.9772	4,4	3,6	2,5	complement component 3a receptor 1
RN.6702	5,0	4,8	3,1	complement component 1, q subcomponent, beta polypeptide
RN.98333	4,2	4,6	4,0	complement component 2
RN.21393	3,7	6,5	5,7	coagulation factor x
				
**Cell Motility**				
RN.66513	5,8	7,2	5,8	arachidonate 12-lipoxygenase (predicted)
RN.6282	5,0	5,0	4,8	insulin-like growth factor 1
RN.2090	3,7	3,4	2,7	actin related protein 2/3 complex, subunit 1b
RN.14655	9,6	5,6	4,1	integrin alpha l
RN.95169	3,2	3,7	3,0	abi gene family, member 3
RN.101608	4,9	4,2	4,5	lymphocyte specific 1
RN.10139	10,9	12,8	10,1	chemokine (c-c motif) ligand 3
RN.49170	4,7	4,4	3,4	suppression of tumorigenicity 14
RN.42962	4,3	6,8	6,2	integrin beta 2
				
**Apoptosis**				
RN.66513	5,8	7,2	5,8	arachidonate 12-lipoxygenase (predicted)
RN.6282	5,0	5,0	4,8	insulin-like growth factor 1
RN.16195	3,7	4,0	3,2	caspase 11
RN.16643	4,8	4,2	3,1	fc receptor, igg, high affinity i
RN.101608	4,9	4,2	4,5	lymphocyte specific 1
RN.3176	4,2	4,7	3,8	lymphocyte antigen 86 (predicted)
RN.7110	6,0	4,9	4,2	receptor-interacting serine-threonine kinase 3
RN.18985	4,0	5,0	3,3	protein tyrosine phosphatase, non-receptor type 6
RN.42962	4,3	6,8	6,2	integrin beta 2
RN.10089	4,7	4,2	3,8	cyclin-dependent kinase inhibitor 1a
RN.90166	3,4	3,7	3,2	protein tyrosine phosphatase, receptor type, c
RN.10250	4,6	2,7	3,2	growth arrest and dna-damage-inducible 45 alpha
				
**Intracellular Signaling Cascade**				
RN.6282	5,0	5,0	4,8	insulin-like growth factor 1
RN.68084	6,3	4,3	7,7	b-cell leukemia/lymphoma 3 (predicted)
RN.780	7,0	3,9	4,1	alpha-2-macroglobulin
RN.35286	3,4	4,0	2,9	similar to ptpl1-associated rhogap 1 (predicted)
RN.138976	3,3	3,6	2,9	sh3-domain binding protein 2
RN.19450	19,4	25,9	18,5	adenylate cyclase 7
RN.38575	3,2	3,8	3,5	neutrophil cytosolic factor 1
RN.7110	6,0	4,9	4,2	receptor-interacting serine-threonine kinase 3
RN.18985	4,0	5,0	3,3	protein tyrosine phosphatase, non-receptor type 6
RN.11534	3,6	3,8	3,2	tyro protein tyrosine kinase binding protein
RN.10748	2,9	3,9	5,5	cd4 antigen
RN.48861	5,2	4,8	3,6	vav 1 oncogene
RN.40136	3,5	4,3	3,2	transforming growth factor, beta 1

*Only those genes and their corresponding functional classes found specifically enriched and significantly associated with epileptogenesis are shown (*P*-values ≤ 0.001, according to the Fisher Exact Test for functional enrichment analysis). Expression data is given as fold change from control, at the three time points analyzed after *SE *(D3 = three days after *SE*; D7 = seven days after SE; Chronic = immediately after the first spontaneous seizure).

**Table 2:** Regulatory signal transduction pathways and corresponding gene members found differentially expressed during epileptogenesis.

Signaling Pathway	D3 vs. CTRL		D7 vs. CTRL		CHRONIC vs. CTRL		D3, D7 and CHRONIC vs. CTRL	
			
	Up-regulated	Down-regulated	Up-regulated	Down-regulated	Up-regulated	Down-regulated	Up-regulated	Down-regulated
**MAPK**	*Tgfbr1, Acvr1c*	*Prkcc*	*Tgfb1*	-	*P38 Mapk, Fgf7, Rasa2*	*Map2k1*	*Cacna1g, Casp4, Gadd45a*	-
**Wnt**	*Plcb2*	*Prkcc*	-	-	-	-	-	-
**Notch**	-	*Hes5*	-	-	-	-	-	-
**TGF-beta**	*Tgfbr1, Tgfb1, Acvr1c*	-	*Tgfb1*	-	*Tgfb1*	-	*Tgfb1*	-
**Jak-STAT**	*Stat3, Jak3*	-	*Pik3r1, Ifngr1*	-	*Pik3r3*	-	*Csf2rb1*	-
**Calcium**	*Plcb2*	*Prkcc, Cckbr*	-	-	-	-	*Cacna1g*	-
**Phosphatidyl Inositol**	*Plcb2*	*Prkcc*	*Pik3r1*	-	*Pik3r3*	-	*Pik3c2b*	-
**mTOR**	*Igf1*		*Igf1*		*Igf1*		*Igf1*	

*D3 = three days post-SE; D7 = seven days post-*SE*; Chronic = immediately after the first spontaneous seizure; CTRL = saline-treated, time-matched control.

Differential expression of the selected genes *Nestin, CDK1, p18(INK4c), TGF-β1, IGF-1 *and *GFAP *was quantified by real-time PCR in order to confirm the microarray results. Similar results were found with both techniques. 

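On the arrays, Nes, the gene of Nestin, rose at D3 (1.45 ± 0.19, standard error, n = 5 against 3, adjusted p = 5.01e-05 from limma), was at 0.30 ± 0.19 at D7 and 0.19 ± 0.19 in Chronic, and was lower than at D3 both at D7 (-1.15 ± 0.17) and in Chronic (-1.26 ± 0.17). Cdk1, the kinase that drives entry into mitosis, rose at D3 (3.87 ± 0.38, adjusted p = 3.41e-06) and D7 (1.85 ± 0.38, adjusted p = 0.00375), was at 0.62 ± 0.38 in Chronic, and was lower than at D3 at D7 (-2.02 ± 0.33) and in Chronic (-3.25 ± 0.33). Cdkn2c, the gene of p18(INK4c), rose at D3 (1.60 ± 0.17, adjusted p = 5.2e-06). At D7 it was at 0.79 ± 0.17, with an adjusted p of 0.00408 but less than a 2-fold change, and in Chronic at 0.36 ± 0.17, lower than at D3 (-1.25 ± 0.14). Tgfb1 rose at D3 (2.01 ± 0.32), D7 (2.33 ± 0.32) and in Chronic (1.88 ± 0.32). Igf1 rose at D3 (2.32 ± 0.32), D7 (2.32 ± 0.32) and in Chronic (2.27 ± 0.32), and Gfap, the intermediate filament of astrocytes, at D3 (2.15 ± 0.17), D7 (1.91 ± 0.17) and in Chronic (1.75 ± 0.17). Per array, Cdk1 lay 10.8 to 19.3-fold above the Control mean at D3, 1.65 to 9.80-fold at D7 and 1.22 to 1.97-fold in Chronic, while Gfap lay 4.00 to 5.24-fold, 3.30 to 4.65-fold and 2.40 to 5.11-fold above it. With the time-matched control array alone, Cdk1 was not called at D7 (adjusted p = 0.105), nor Tgfb1 (0.168) and Igf1 (0.0575) in Chronic. The real-time PCR values were not analysed here.

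**Figure D2:**
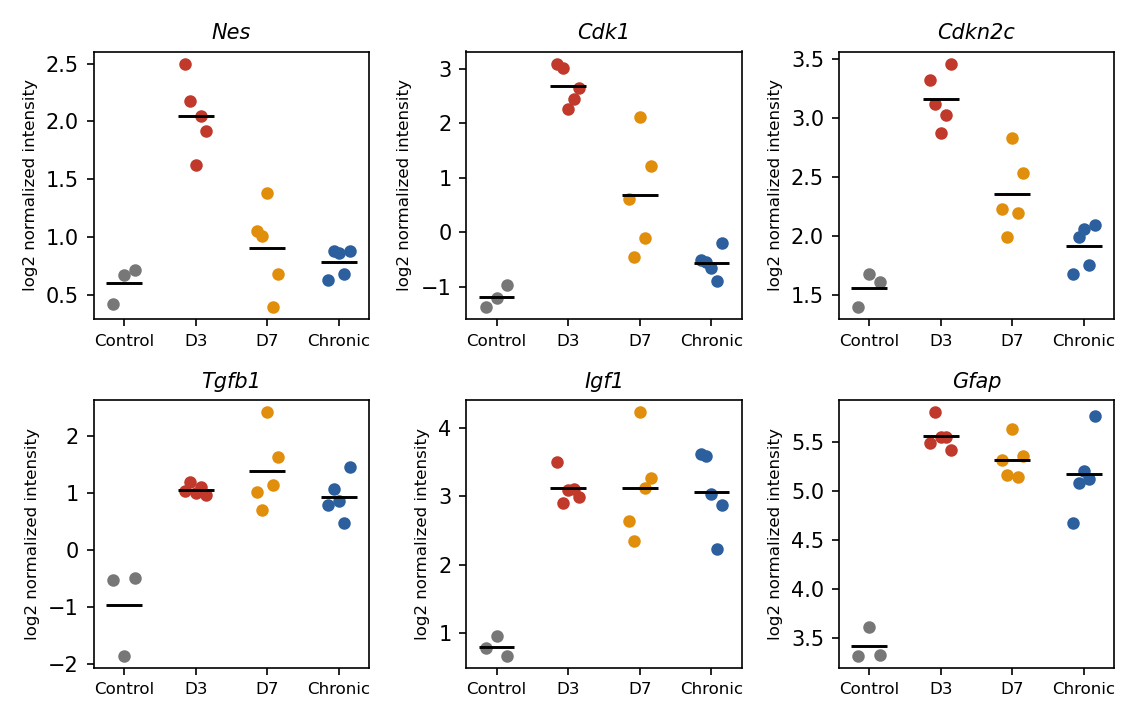
Log2 normalized intensity (vertical axes) of Nes, Cdk1, Cdkn2c, Tgfb1, Igf1 and Gfap in Control (n = 3), D3, D7 and Chronic (n = 5 each) on the horizontal axes. Each point is 1 array and each horizontal bar a group mean. All D3 arrays of Cdk1 lie at least 10.8-fold above the Control mean.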

Compared with the respective control groups, *Nestin, CDK1*, and *p18(INK4c) *genes were found significantly over-expressed only three days after SE. On the other hand, *TGF-β1, IGF-1*, and *GFAP *genes displayed significant variations in expression at all times analyzed after *SE *(Figure 3).

**Figure 3:**
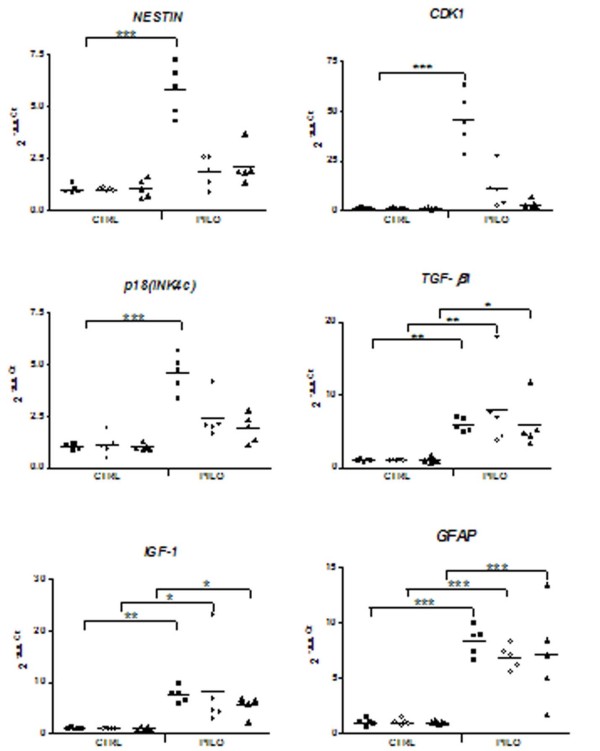
**Validation of microarray data by quantitative real-time PCR**. Relative gene expression in both control (CTRL) and pilocarpine (PILO) groups. Labels: (■) 3 days post-*SE*, (○) 7 days post-*SE*, and (▲) right after the first spontaneous seizure (Chronic). *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001.

## Discussion

High throughput gene expression profiling data can be correlated with a certain pathological condition, subtype or phase of diseases. This genomic approach could facilitate the identification of molecular pathways and physiological processes involved in the development of complex multifactorial diseases such as epilepsy.

In animal models, differentially expressed genes have been reported in response to *SE *induced by kainic acid [11], pilocarpine [12,13], and by electric stimulation (Kindling) [14,15]. Despite the large amount of data already accumulated, a comparative meta-analysis is difficult to carry out due to the different experimental design and microarray platforms used in studies of such kind. The amount of genes/transcripts interrogated in most studies ranged from 1560 to 8000, corresponding to up to 25% of genes identified in the rat genome. Furthermore, the interval after *SE *in which gene expression has been evaluated varies from as early as one day, when many genes functioning in stress defense, inflammation, and cell death are regulated in response to the excitotoxic insult, to as late as 100 days post-*SE*, when gene expression reflects a neural tissue suffering from multiple events of spontaneous seizures, with frequency and intensity of seizures varying among testing animals.

One distinct aspect of the present study is that the experiments were designed to cover all possible changes in the transcriptome of hippocampal cells, using a microarray platform containing more than 34,000 oligonucleotide probes representing transcripts from all annotated rat genes to date. This whole-genome profiling was conducted at three close time-points during the course of epileptogenesis, according to the pilocarpine model of epilepsy: three and seven days post-*SE*, corresponding to early and mid term of the latent phase, and immediately after the first spontaneous seizure which corresponds to the onset of the chronic phase. The major aim was to uncover genes that might be involved in development of epilepsy and not solely correlated with *SE *or seizures. However, given that this strategy was applied to the whole hippocampus, information regarding particular cell types and subregions within the hippocampus in which abnormal gene expression occurs is not available and should be further investigated.

Nonetheless, since pilocarpine-treated animals generally return to normal behavior within three days post-*SE*, a molecular analysis at this time point should capture the early events leading to epilepsy with minimal contamination by genes regulated in response to the chemical treatment *per se *or as a consequence of tissue damage. However, many of the genes found differentially expressed three days post-*SE *were related to stress response including participation in defense mechanisms and wound healing. This result is in agreement with a previous study by Becker et al., 2003 [12] reporting, three days post-*SE*, a high proportion of up-regulated genes in the dentate gyrus and CA1 regions of the hippocampus being associated with cellular stress and injury. However, under the same experimental condition, we also found a large group of genes functioning in cell proliferation and migration, supporting that neurogenesis is triggered early in latent phase.

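Of 38 measured genes of extracellular matrix and wound healing, 18 rose at D3 and none fell (19 when adjusted over the list alone). Among them were the genes of periostin and galectin-3. At D7, 7 of them rose, and in Chronic 8 (8 and 13 when adjusted over the list alone). Of 31 chemokine and cytokine genes, 10 rose and 1 fell at D3 (11 and 1 when adjusted over the list alone), with Cxcl1, which attracts neutrophils, at 2.87 ± 0.63 (standard error, n = 5 against 3), at least 5.52-fold, and Ccl4 at 2.25 ± 0.49, at least 3.66-fold. Of 14 genes of heat shock and the unfolded protein response, 2 rose at each time, those of Hspb1 and heme oxygenase-1, with equal counts when adjusted over the list alone. As a list at D3, matrix and wound healing was higher than other genes (median 1.00, adjusted p = 2.06e-12 from limma's camera, and 0.0629 with an estimated correlation), as were chemokines and cytokines (adjusted p = 0.000511, and 0.179 with an estimated correlation). Heat shock genes were not shifted at D3 (adjusted p = 0.115). Matrix and wound healing genes were lower than at D3 both at D7 (median -0.48, adjusted p = 1.57e-05, and 0.542 with an estimated correlation) and in Chronic (median -0.40, adjusted p = 0.000291, and 0.746 with an estimated correlation). With 1 control array for each time, 12 matrix genes rose at D3, 4 at D7 and 1 in Chronic, 6 chemokines and cytokines rose at D3, and 2 heat shock genes at D3 and none later. Cxcl1 and Ccl4 were then not called.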

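Of 44 measured genes of the mitotic cell cycle, 23 rose at D3, 15 at D7 and 1 in Chronic, and none fell. Adjusted over the list alone, 23 rose and 1 fell at D3, 15 rose and 1 fell at D7, and none changed in Chronic. Mki67, the gene of the proliferation marker Ki-67, was at 4.06 ± 0.40 (standard error, n = 5 against 3) at D3, at least 12.7-fold, 2.46 ± 0.40 at D7, at least 4.18-fold, and 1.26 ± 0.40 in Chronic, at least 1.81-fold. Top2a, the topoisomerase of dividing cells, was at 3.75 ± 0.43 at D3, 1.99 ± 0.43 at D7 and 0.70 ± 0.43 in Chronic. Compared with D3, 16 of the genes were lower at D7 and 23 in Chronic (21 and 23 when adjusted over the list alone), with Top2a at -1.76 ± 0.37 and -3.05 ± 0.37. Of 19 genes of neural progenitors and immature neurons, Nes rose at D3 and Hes5, a Notch target of neural stem cells, fell (-1.92 ± 0.37 at D3, -1.23 ± 0.37 at D7 and -1.33 ± 0.37 in Chronic), and Neurod1, a factor of immature granule cells, fell at D7 (-1.06 ± 0.27). Adjusted over the list alone these counts were equal, apart from 1 gene more that rose in Chronic. As a list, mitotic genes were higher at D3 (median 1.32, adjusted p = 1.15e-18 from limma's camera, and 0.0629 with an estimated correlation) and at D7 (median 0.56, adjusted p = 6.06e-08, and 0.235 with an estimated correlation). They fell from D3 to Chronic (median -1.43, adjusted p = 7.72e-32, and 0.0948 with an estimated correlation). In Chronic they were also higher than other genes (adjusted p = 0.00759), and not with an estimated correlation (adjusted p = 0.543). Progenitor genes were not shifted at D3 (median -0.21, adjusted p = 0.342). Without D7 replicate 33 and Chronic replicate 41, 8 of the 44 mitotic genes rose at D7. Mki67 was not called in Chronic when any 1 control array, D3 replicate 12, D3 replicate 14, D3 replicate 15, Chronic replicate 41, Chronic replicate 42 or Chronic replicate 45 was left out, with adjusted p up to 0.168. Top2a was not called lower at D7 than at D3 without D3 replicate 12, D3 replicate 11, D3 replicate 14, D3 replicate 15, D7 replicate 31, D7 replicate 32 or D7 replicate 34, with adjusted p up to 0.0757, nor Mki67 without any of the same arrays, with adjusted p up to 0.097. Neurod1 was not called at D7 without D7 replicate 31, D7 replicate 33, Control replicate 36 or Control replicate 47, with adjusted p up to 0.0608, nor Hes5 without D7 replicate 31, Control replicate 36 or Control replicate 47, with adjusted p up to 0.122. Hes5 in Chronic was not called without Chronic replicate 41, Control replicate 36 or Control replicate 47, with adjusted p up to 0.0997. When the control array of that time stood alone, 19 mitotic genes rose and 1 fell at D3, and none was called at D7 or in Chronic. Neurod1 was then not called at D7, and Hes5 at no time. The paper reasons from the many D3 genes of cell proliferation and migration that neurogenesis is triggered early in the latent phase.

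**Figure D3:**
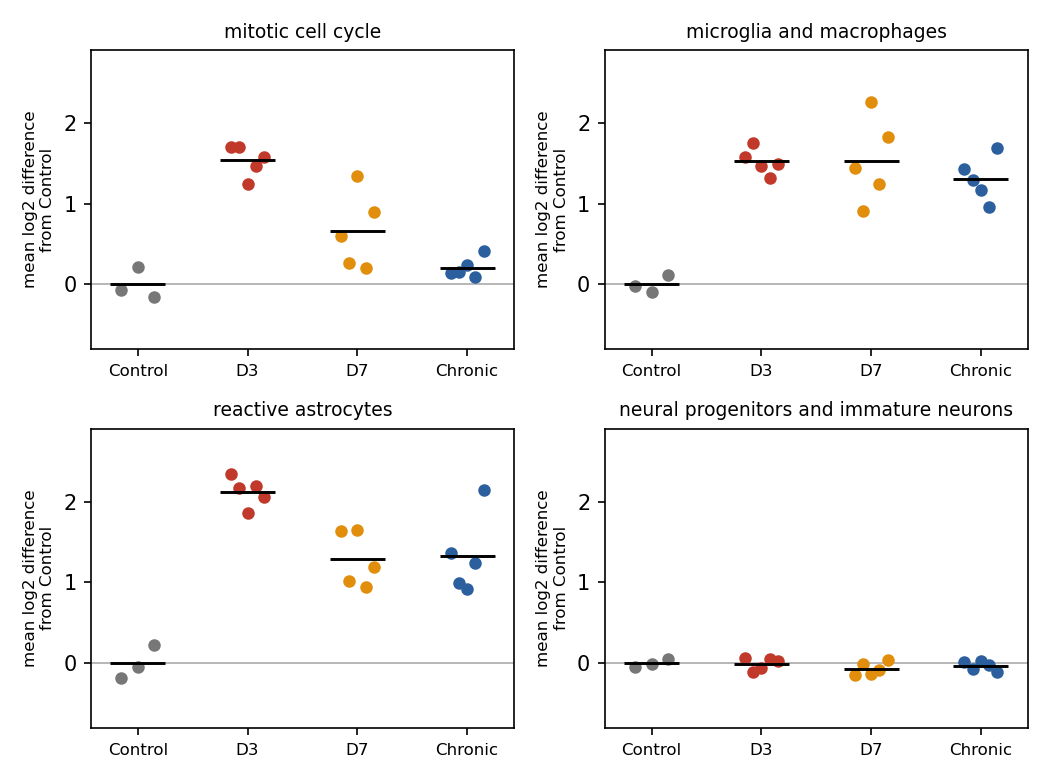
Mean log2 difference from the Control mean (vertical axes) over the genes of 4 lists, the mitotic cell cycle, microglia and macrophages, reactive astrocytes and neural progenitors, in Control (n = 3), D3, D7 and Chronic (n = 5 each) on the horizontal axes. Each point is 1 array and each horizontal bar a group mean. For the mitotic cell cycle the D3 arrays lie between 1.25 and 1.70 and the highest other array at 1.34.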

In agreement with this assumption, quantitative real-time PCR analysis of cell cycle genes confirmed hyper-expression of *CDK1*, a gene regulating the G1 to S and G2 to M transition of the cell cycle, and *Nestin*, a marker of neural stem cells and neural progenitor cells. However, expression of the cell cycle inhibitor *p18(INK4c) *was paradoxically enhanced after *SE *and coincide with the peak of *CDK1 *and *Nestin *expression at day three post-*SE*. 

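Of 6 measured genes of CDK inhibitors, 3 rose at D3, and none fell (4 rose when adjusted over the list alone). Besides Cdkn2c, these were Cdkn1a, which encodes p21 and blocks the cell cycle after DNA damage (2.64-fold), and Cdkn1b, which encodes p27 (1.33 ± 0.38, standard error, n = 5 against 3, at least 1.39-fold). Cdkn1a also rose at D7 (1.66 ± 0.30) and in Chronic (2.64-fold), where it was the 1 inhibitor called, also when adjusted over the list alone. These values of Cdkn1a, and those with fewer arrays below, are of its brightest probe. Its other probe was 4.88-fold higher at D3, 4.32-fold at D7 and 3.95-fold in Chronic (adjusted p = 2.55e-05, 0.000103 and 0.000353 from limma). Cdkn1b was not called at D7 or in Chronic, nor was its difference between Chronic and D3 (adjusted p = 0.172 from limma). As a list, the inhibitors were higher at D3 than other genes, with a median of 1.28 (adjusted p = 0.00722 from camera, and 0.107 with an estimated correlation). Cdkn1b was not called at D3 without Control replicate 26 (adjusted p = 0.137), nor Cdkn1a in Chronic without Control replicate 36 (adjusted p = 0.0505). Against only the control array of the same time, 2 inhibitors rose at D3, 1 at D7 and none in Chronic, and Cdkn1a was called at D7 but not at D3 (adjusted p = 0.391) or in Chronic (0.105). The fold of Cdkn2c over the Control mean was 2.49 to 3.74 on the D3 arrays, 1.35 to 2.42 at D7 and 1.09 to 1.44 in Chronic.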

No significant differences in the expression of these genes were observed seven days post-*SE *or after the first spontaneous seizure. Recent studies have reported that members of the cyclin dependent kinase family are up-regulated during epileptogenesis [30]. However, the hyper-expression of the cell cycle inhibitor *p18(INK4c) *found after *SE *had not been previously reported. This finding suggests that the proliferative stage of neurogenesis in the hippocampus of adult rats may be inhibited by such activation of *p18(INK4c)*.

Moreover, when examining gene expression profiles in animals that had experienced only one spontaneous seizure after *SE*, a time by when all essential changes for the installation of epilepsy are expected to be manifested in the central nervous system, there was a primarily up-regulation of genes functioning in protein expression and post-translational processing, including many transcription factors, kinases and other transferases, along with genes regulating cell differentiation such as *FOXD3 *and *RUNX1*. These two genes are of particular interest since they encode transcription factors involved in maintenance of embryonic stem cell pluripotency and proliferation of neural progenitors, respectively [31,32]. 

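In the Chronic group, Runx1, a transcription factor of blood and neural progenitors, rose by 2.00 ± 0.38 (standard error, n = 5 against 3, adjusted p = 0.00304 from limma). It also rose at D7 (1.69 ± 0.38) and was at 1.05 ± 0.38 at D3 (adjusted p = 0.0551), and its difference between Chronic and D3 was not called (0.95 ± 0.33, adjusted p = 0.145). Foxd3 was called in Chronic (adjusted p = 0.0132) and at D3 (adjusted p = 0.0219) and not at D7, but its spots were of low signal on all arrays, at a mean log2 normalized intensity of -4.34 in Control and -2.69 in Chronic, so no fold is given and no rise is claimed. Of 23 measured immediate early genes, 2 rose in Chronic and none fell, namely Fos (1.68 ± 0.43) and Ptgs2, which encodes cyclooxygenase-2 (1.38 ± 0.43), and 1 of them rose when adjusted over the list alone. The list was higher in Chronic than at D3 (adjusted p = 0.000952 from camera, and 0.746 with an estimated correlation). Pim1, a serine/threonine kinase induced by cytokines, rose in Chronic (1.51 ± 0.48, at least 1.32-fold). Against only the Chronic control array none of these genes was called, with Runx1 at 2.37. Runx1 was also not called at D7 against only the D7 control array (1.26), nor Foxd3 at D3 against only the D3 control array. Foxd3 was not called in Chronic without Control replicate 36 (adjusted p = 0.0747), nor at D3 without D3 replicate 15 (adjusted p = 0.0519) or without Control replicate 36 (adjusted p = 0.11). Fos was not called without Control replicate 36 (adjusted p = 0.0905). Ptgs2 was not called when any 1 control array, Chronic replicate 41, Chronic replicate 44 or Chronic replicate 45 was left out, with adjusted p up to 0.141, nor Pim1 when any 1 control array, D3 replicate 14, Chronic replicate 41, Chronic replicate 44 or Chronic replicate 45 was left out, with adjusted p up to 0.123.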

Since commitment of stem cells to the neuronal lineage is associated with repression of *FOXD3 *expression [33], it is reasonable to assume that its hyper-expression could be implicated in inhibition of neuroprogenitor differentiation. This observation is in line with a marked repression of genes regulating cell fate, development, and morphogenesis such *as LDB2, BMP3*, and *MAP2K1 *detected in pilocarpine-treated animals at the beginning of the chronic phase.

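Ldb2, a cofactor of LIM-domain transcription factors, fell in Chronic (-1.43 ± 0.32, standard error, n = 5 against 3, adjusted p = 0.00698 from limma), at D3 (-1.35 ± 0.30) and at D7 (-1.10 ± 0.30). Map2k1, the gene of the MAP kinase kinase MEK1, was at -0.50 ± 0.14 in Chronic (adjusted p = 0.0255), -0.57 ± 0.14 at D3 and -0.54 ± 0.14 at D7, each less than a 2-fold change. Bmp3, a secreted bone morphogenetic protein, was at -0.59 ± 0.45 in Chronic (adjusted p = 0.424) and -0.71 ± 0.45 at D3, and fell at D7 (-1.37 ± 0.45, adjusted p = 0.0427). Gdf10, another member of this family, fell in Chronic (-2.09 ± 0.46) and at D3 (-1.86 ± 0.46). With the time-matched control array alone, Ldb2 was not called at any time (-1.44 in Chronic). Gdf10 was then called neither at D3 nor in Chronic, and Bmp3 not at D7 (-1.46). Bmp3 at D7 was not called when any 1 control array, D3 replicate 14, D7 replicate 32 or D7 replicate 33 was left out, with adjusted p up to 0.127, nor Ldb2 at D7 when any 1 control array or D7 replicate 33 was left out, with adjusted p up to 0.0697.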

Altogether, these findings suggest that neurogenesis may be impaired by different mechanisms throughout the period corresponding to the latent to chronic phase transition of the pilocarpine model. Indeed, anomalous neurogenesis has been implicated in the development of epilepsy [34,35]. Prolonged seizures are known to stimulate neurogenesis in the dentate gyrus, although new born neurons display abnormal apical dendritic morphology, and the ensuing plasticity of the hippocampal network can lead to aberrant neuronal connections associated with epileptogenesis [36,37]. Furthermore, fate decision of proliferating neuronal progenitors in the hippocampus has been reported to be impaired after intra-hippocampal injection of kainic acid, favoring astrogliosis [38]. Prolonged seizures have also been reported to induce aberrant migration of newborn neurons to the hilus and inner molecular layer of the dentate gyrus, contributing to the formation of a hyperexcitable circuitry [39,35].

Another intriguing result that emerged from the comparative analysis of genes differentially expressed at each of the three time points post-*SE *was the identification of a group of 128 genes continually up-regulated throughout the course of epileptogenesis. This finding was somewhat unexpected since cellular activity in response to its microenvironment stimuli is dynamically regulated through transient and specific changes in gene expression. One possible interpretation is that the *SE *may cause stable alterations in the microenvironment, exposing the remaining cells to nonstandard cues. 

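Of 19 measured genes of microglia and macrophages, 11 rose at D3, 14 at D7 and 10 in Chronic, and none fell, with equal counts when adjusted over the list alone. Tyrobp, the adaptor of activating receptors in microglia, was at 1.87 ± 0.27 (standard error, n = 5 against 3) at D3, 1.92 ± 0.27 at D7 and 1.67 ± 0.27 in Chronic. Cd14, a receptor of bacterial lipopolysaccharide, was at 3.69 ± 0.45, 2.21 ± 0.45 and 2.35 ± 0.45. Lyz2, a lysozyme of macrophages, rose at D3 (2.88 ± 0.34) and D7 (1.51 ± 0.34), and was lower in Chronic than at D3 (-1.96 ± 0.30). Of 13 genes of homeostatic astrocytes and 15 of endothelium and pericytes none was called at any time, also when adjusted over the list alone. Of 17 genes of oligodendrocytes and myelin, 1 rose at D3 and D7, the aspartoacylase gene Aspa (2.14-fold and 2.03-fold), and none in Chronic, with equal counts when adjusted over the list alone. As a list, microglia and macrophage genes were higher at D3 (median 1.41, adjusted p = 1.8e-10 from camera), D7 (1.38, adjusted p = 3.62e-14) and in Chronic (1.02, adjusted p = 4.62e-13). With an estimated correlation their adjusted p was 0.0764 at D3, 0.0486 at D7 and 0.0674 in Chronic. Homeostatic astrocytes (adjusted p = 0.694, 0.0619 and 0.841 in the same order) and endothelium (0.278, 0.528 and 0.74) were not shifted. Oligodendrocyte genes were higher than other genes by camera (adjusted p = 0.0284, 0.0215 and 0.000562), and not with an estimated correlation (adjusted p = 0.525, 0.487 and 0.358). At D3 they did not pass without Control replicate 47 (adjusted p = 0.204) or D3 replicate 13 (0.0819), and at D7 not without Control replicate 47 (0.187) or D7 replicate 32 (0.0555). Aspa was not called at D7 without D7 replicate 32, D7 replicate 33 or Control replicate 47. When the control array of that time stood alone, 10 genes of microglia and macrophages rose at D3, 8 at D7 and 0 in Chronic, and 1 gene of endothelium and pericytes rose at D3. Aspa and Lyz2 were then not called at D7, Tyrobp not in Chronic (adjusted p = 0.154) and Cd14 not at D7 (0.0666) or in Chronic (0.25).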

Alternatively, the nature of cell population within the hippocampus may be shifted after *SE*, accommodating a greater proportion of activated microglial cells and other cells of abnormal phenotype expressing a different repertoire of genes.

Consistent with the literature, a functional classification of these 128 up-regulated genes indicated that most of them are involved in signaling cascades, extracellular matrix remodeling and cell motility, apoptosis, and immune response, which are processes known to be associated with epileptic seizures. In particular, the high proportion of immune response genes and the activation of genes from the p38 MAPK signaling pathway, some of which confirmed by real-time PCR, are in agreement with a chronic activation of microglial cells [40]. Furthermore, up-regulation of proinflammatory genes in both cortex and hippocampus of patients with TLE have been recently reported [41].

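Of 18 measured genes of antigen presentation, 9 rose at D3, 9 at D7 and 8 in Chronic, and none fell (9 at each time when adjusted over the list alone). RT1-Da, a chain of rat MHC class II, was at 3.39 ± 0.53 (standard error, n = 5 against 3) at D3, 2.22 ± 0.53 at D7 and 3.52 ± 0.53 in Chronic, and RT1-Ba, another such chain, at 2.54 ± 0.52, 1.72 ± 0.52 and 3.01 ± 0.52. Of 13 genes of T and B lymphocytes, 2 rose at each time and none fell, with equal counts when adjusted over the list alone. These were Cd8b (2.76 ± 0.34 at D3, at least 2.29-fold) and Cd5 (1.80 ± 0.40 at D3, at least 1.57-fold). Mapk14, the gene of p38 alpha, was not called, with -0.31 ± 0.10 at D3, -0.31 ± 0.10 at D7 and -0.26 ± 0.10 in Chronic. As a list, antigen presentation was higher at D3 (median 1.37, adjusted p = 1.65e-07 from limma's camera), D7 (1.20, adjusted p = 1.45e-09) and in Chronic (1.24, adjusted p = 3.75e-10). With an estimated correlation its adjusted p was 0.109, 0.0788 and 0.0674 in the same order. The lymphocyte list was not shifted (adjusted p = 0.342 at D3, 0.256 at D7 and 0.408 in Chronic). RT1-Ba was not called at D7 without D7 replicate 33, D7 replicate 35, Control replicate 26 or Control replicate 36, with adjusted p up to 0.124, nor RT1-Da without Control replicate 36 (adjusted p = 0.0593). Against only the control array of the same time, 3 genes of antigen presentation rose at D3, 3 at D7 and 0 in Chronic, and 2, 2 and 1 lymphocyte genes. RT1-Da was then not called at D7 (0.0665) or in Chronic (0.154), and RT1-Ba at no time.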

Based on experimental and clinical evidences, inflammation and neurogenesis seem to be common factors contributing to the development of epilepsy. Since microglia activation suppresses hippocampal neurogenesis in adult brain [42], modulation of genes and pathways connecting both processes should have an impact on epileptogenesis. Whether some of the genes hereby found regulated during epileptogenesis should fall into this category of relevance remains to be elucidated. 

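Of 32 measured genes of TGF-beta signaling, 5 rose and 1 fell at D3, 3 and 1 at D7, and 5 and 1 in Chronic, with equal counts when adjusted over the list alone. Tgfb1, Tgfbr1 and the transcriptional repressor gene Tgif1 rose at all 3 times, Tgif1 by 1.81 ± 0.28 (standard error, n = 5 against 3) at D3, 1.32 ± 0.27 at D7 and 1.31 ± 0.27 in Chronic. As a list, the pathway was higher than other genes at D3 (median 0.39, adjusted p = 0.000944 from limma's camera, and 0.0629 with an estimated correlation), D7 (median 0.21, and 0.14 without Control replicate 36, adjusted p = 0.0122, and 0.122 with an estimated correlation) and in Chronic (median 0.26, adjusted p = 0.00116, and 0.0674 with an estimated correlation). Per array, Tgfb1 lay 3.78 to 4.43-fold above the Control mean at D3, 3.14 to 10.3-fold at D7 and 2.70 to 5.30-fold in Chronic. No change in Tgfb1 between the pilocarpine groups was called, with 0.32 ± 0.28 between D7 and D3 (n = 5 against 5, adjusted p = 0.687) and -0.13 ± 0.28 between Chronic and D3 (adjusted p = 0.86). Tgif1 was not called at D7 without Control replicate 47 (log2 fold change 0.92) or in Chronic without Control replicate 47 (log2 fold change 0.91), nor at D7 against only the D7 control array. With 1 control array for each time, 2 genes of the list rose and 1 fell at D3, and 1 rose at D7 and 1 in Chronic.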

Interestingly, the steady up-regulation of the inflammatory peptide TGF-beta1 detected throughout epileptogenesis might be one of such factors contributing to an anomalous neurogenesis. This hypothesis is reinforced by a recent report by Cacheaux et al., 2009 [43], describing involvement of the TGF-beta pathway in the development of epilepsy caused by brain injury.

## Conclusions

In summary, our whole-genome screening indicate remarkable changes in the rat transcriptome along the latent to chronic phase transition of the pilocarpine model of epilepsy. Over a thousand genes had their expression altered after *SE*, most of which displaying an up-regulation, and their functional classification provide a molecular portrait of the epileptogenic process. There was a consistent regulation of genes functioning in neurogenesis, apoptosis, immune response, and intracellular signal transduction, some of which with parallel expression patterns in patients with epilepsy, strengthening the link between these processes and development of TLE. Most differentially expressed genes identified are novel and could now be further tested to provide experimental and clinical evidences of functional relevance to epileptogenesis. In particular, genes mediating inflammation and neurogenesis such as those from the TGF-beta signaling pathway are of particular interest and shall be pursued as targets for molecular therapy.

## Authors' contributions

OKO conceived the study, conducted experiments, discussed results and wrote the manuscript. EAC conceived the study, discussed results and revised the manuscript. AVS & FAS discussed results and revised the manuscript. L.J., F.M.B., and A.P.P conducted experiments, discussed results and help writing the manuscript. All authors have read and approved the final manuscript.

## References

[B1] SanderJWThe epidemiology of epilepsy revisitedCurr Opin Neurol2003161651010.1097/00019052-200304000-0000812644744

[B2] KwanPSanderJWThe natural history of epilepsy: an epidemiological viewJ Neurol Neurosurg Psychiatry20047537638110.1136/jnnp.2004.045690PMC173874915377680

[B3] EngelJJrClinical neurophysiology, neuroimaging, and the surgical treatment of epilepsyCurr Opin Neurol Neurosurg19936Suppl 22402498481567

[B4] DalbyNOModyIThe process of epileptogenesis: a pathophysiological approachCurr Opin Neurol20011418719210.1097/00019052-200104000-0000911262734

[B5] ArionDSabatiniMUngerTPastorJAlonso-NanclaresLBallesteros-YanezIGarcia SolaRMunozAMirnicsKDeFelipeJCorrelation of transcriptome profile with electrical activity in temporal lobe epilepsyNeurobiol Dis20062237438710.1016/j.nbd.2005.12.01216480884

[B6] JamaliSBartolomeiFRobaglia-SchluppAMassacrierAPeragutJCRegisJDufourHRavidRRollPPereiraSRoyerBRoeckel-TrevisiolNFontaineMGuyeMBoucrautJChauvelPCauPSzepetowskiPLarge-scale expression study of human mesial temporal lobe epilepsy: evidence for dysregulation of the neurotransmission and complement systems in the entorhinal cortexBrain200612962564110.1093/brain/awl00116399808

[B7] BerkovicSFDibbensLMOshlackASilverJDKaterelosMVearsDFLüllmann-RauchRBlanzJZhangKWStankovichJKalninsRMDowlingJPAndermannEAndermannFFaldiniED'HoogeRVadlamudiLMacdonellRAHodgsonBLBaylyMASavigeJMulleyJCSmythGKPowerDASaftigPBahloMArray-based gene discovery with three unrelated subjects shows SCARB2/LIMP-2 deficiency causes myoclonus epilepsy and glomerulosclerosisAm J Hum Genet20088267368410.1016/j.ajhg.2007.12.01918308289PMC2427287

[B8] HelbigIMatigianNAVadlamudiLLawrenceKMBaylyMABainSMDiyagamaDSchefferIEMulleyJCHollowayAJDibbensLMBerkovicSFHaywardNKGene expression analysis in absence epilepsy using a monozygotic twin designEpilepsia2008491546155410.1111/j.1528-1167.2008.01630.x18435749

[B9] XiZQXiaoFYuanJWangXFWangLQuanFYLiuGWGene expression analysis on anterior temporal neocortex of patients with intractable epilepsySynapse2009631017102810.1002/syn.2068119623530

[B10] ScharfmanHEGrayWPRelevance of seizure-induced neurogenesis in animal models of epilepsy to the etiology of temporal lobe epilepsyEpilepsia200748334110.1111/j.1528-1167.2007.01065.x17571351PMC2504501

[B11] HunsbergerJGBennettAHSelvanayagamEDumanRSNewtonSSGene profiling the response to kainic acid induced seizuresBrain Res Mol20051419511210.1016/j.molbrainres.2005.08.00516165245

[B12] BeckerAJChenJZienASochivkoDNormannSSchrammJElgerCEWiestlerODBlümckeICorrelated stage- and subfield-associated hippocampal gene expression patterns in experimental and human temporal lobe epilepsyEur J Neurosci200318279280210.1111/j.1460-9568.2003.02993.x14656328

[B13] ElliottRCMilesMFLowensteinDHOverlapping microarray profiles of dentate gyrus gene expression during development- and epilepsy-associated neurogenesis and axon outgrowthJ Neurosci200323221822271265768110.1523/JNEUROSCI.23-06-02218.2003PMC6742005

[B14] LukasiukKKontulaLPitkanenAcDNA profiling of epileptogenesis in the rat brainEur J Neurosci20031727127910.1046/j.1460-9568.2003.02461.x12542663

[B15] GorterJAvan VlietEAAronicaEBreitTRauwerdaHLopes da SilvaFHWadmanWJPotential new antiepileptogenic targets indicated by microarray analysis in a rat model for temporal lobe epilepsyJ Neurosci200626110831111010.1523/JNEUROSCI.2766-06.200617065450PMC6674659

[B16] TurskiLIkonomidouCTurskiWABortolottoZACavalheiroEACholinergic mechanisms and epileptogenesis. The seizures induced by pilocarpine: a novel experimental model of intractable epilepsySynapse1989315417110.1002/syn.8900302072648633

[B17] CavalheiroEALeiteJPBortolottoZATurskiWAIkonomidouCTurskiLLong-term effects of pilocarpine in rats: structural damage of the brain triggers kindling and spontaneous recurrent seizuresEpilepsia19913277878210.1111/j.1528-1157.1991.tb05533.x1743148

[B18] CuriaGLongoDBiaginiGJonesRSAvoliMThe pilocarpine model of temporal lobe epilepsyJ Neurosci Methods200817214315710.1016/j.jneumeth.2008.04.01918550176PMC2518220

[B19] TurskiWACavalheiroEASchwarzMCzuczwarSJKleinrokZTurskiLLimbic seizures produced by pilocarpine in rats: behavioural, electroencephalographic and neuropathological studyBehav Brain Res1983931533510.1016/0166-4328(83)90136-56639740

[B20] LeiteJPBortolottoZACavalheiroEASpontaneous recurrent seizures in rats: an experimental model of partial epilepsyNeurosci Biobehav Rev19901451151710.1016/S0149-7634(05)80076-42287490

[B21] EisenMBSpellmanPTBrownPOBotsteinDCluster analysis and display of genome-wide expression patternsProc Natl Acad Sci199895148631486810.1073/pnas.95.25.148639843981PMC24541

[B22] DennisGJrShermanBTHosackDAYangJGaoWLaneHCLempickiRADAVID: Database for Annotation, Visualization, and Integrated DiscoveryGenome Biol200345P310.1186/gb-2003-4-5-p312734009PMC193660

[B23] KanehisaMGotoSKEGG: kyoto encyclopedia of genes and genomesNucleic Acids Res200028273010.1093/nar/28.1.2710592173PMC102409

[B24] AshburnerMBallCABlakeJABotsteinDButlerHCherryJMDavisAPDolinskiKDwightSSEppigJTHarrisMAHillDPIssel-TarverLKasarskisALewisSMateseJCRichardsonJERingwaldMRubinGMSherlockGGene ontology: tool for the unification of biology. The Gene Ontology ConsortiumNat Genet200025252910.1038/7555610802651PMC3037419

[B25] WuXYooSWrathallJRReal-time quantitative PCR analysis of temporal-spatial alterations in gene expression after spinal cord contusionJ Neurochemistry20059394395210.1111/j.1471-4159.2005.03078.x15857397

[B26] TurnerKJMcIntyreBSPhillipsSLBarlowNJBowmanCJFosterPMDAltered gene expression during rat wolffian duct development in response to in utero exposure to the antiandrogen linuronToxicol Sci20037411412810.1093/toxsci/kfg09612730624

[B27] WangJMJohnstonPBBallBGBrintonRDThe neurosteroid allopregnanolone promotes proliferation of rodent and human neural progenitor cells and regulates cell-cycle gene and protein expressionJ Neurosci2005194706471810.1523/JNEUROSCI.4520-04.2005PMC672476815888646

[B28] JiJFDheenSTKumarSDHeBPTaySSWExpressions of cytokines and chemokines in the dorsal motor nucleus of the vagus nerve after right vagotomyMol Brain Res2005142475710.1016/j.molbrainres.2005.09.01716260063

[B29] MandhanPBeasleySHaleTEllmersLRoakeJSullivanMSonic hedgehog expression in the development of hindgut in ETU-exposed fetal ratsPediatr Surg Int200622313610.1007/s00383-005-1575-616369776

[B30] MurashimaYLSuzukiJYoshiiMCell cycle reentry and cell proliferation as candidates for the seizure predispositions in the hippocampus of EL mouse brainEpilepsia200748Suppl 511912510.1111/j.1528-1167.2007.01299.x17910591

[B31] TheriaultFMNuthallHNDongZLoRBarnabe-HeiderFMillerFDStifaniSRole for Runx1 in the proliferation and neuronal differentiation of selected progenitor cells in the mammalian nervous systemJ Neurosci2005252050206110.1523/JNEUROSCI.5108-04.200515728845PMC6726063

[B32] PanGLiJZhouYZhengHPeiDA negative feedback loop of transcription factors that controls stem cell pluripotency and self-renewalFASEB J2006201730173210.1096/fj.05-5543fje16790525

[B33] PerryPSauerSBillonNRichardsonWDSpivakovMWarnesGLiveseyFJMerkenschlagerMFisherAGAzuaraVA dynamic switch in the replication timing of key regulator genes in embryonic stem cells upon neural inductionCell Cycle200431645165015611653

[B34] ParentJMYuTWLeibowitzRTGeschwindDHSloviterRSLowensteinDHDentate granule cell neurogenesis is increased by seizures and contributes to aberrant network reorganization in the adult rat hippocampusJ Neurosci19971737273738913339310.1523/JNEUROSCI.17-10-03727.1997PMC6573703

[B35] ParentJMElliottRCPleasureSJBarbaroNMLowensteinDHAberrant seizure-induced neurogenesis in experimental temporal lobe epilepsyAnn Neurol200659819110.1002/ana.2069916261566

[B36] ArisiGMGarcia-CairascoNDoublecortin-positive newly born granule cells of hippocampus have abnormal apical dendritic morphology in the pilocarpine model of temporal lobe epilepsyBrain Res2007116512613410.1016/j.brainres.2007.06.03717662262

[B37] ParentJMAdult neurogenesis in the intact and epileptic dentate gyrusProg Brain Res2007163529540full_text1776573610.1016/S0079-6123(07)63028-3

[B38] LedergerberDFritschyJMKralicJEImpairment of dentate gyrus neuronal progenitor cell differentiation in a mouse model of temporal lobe epilepsyExp Neurol200619913014210.1016/j.expneurol.2006.02.01016624297

[B39] ScharfmanHEGoodmanJHSollasALGranule-like neurons at the hilar/CA3 border after status epilepticus and their synchrony with area CA3 pyramidal cells: functional implications of seizure-induced neurogenesisJ Neurosci200020614461581093426410.1523/JNEUROSCI.20-16-06144.2000PMC6772593

[B40] ChoiYSChoHYHoytKRNaegeleJRObrietanKIGF-1 receptor-mediated ERK/MAPK signaling couples status epilepticus to progenitor cell proliferation in the subgranular layer of the dentate gyrusGlia20085679180010.1002/glia.2065318338791PMC4152854

[B41] ArgañarazGAKonnoACPerosaSRSantiagoJFBoimMAVidottiDBVarellaPPCostaLGCanzianMPorcionattoMAYacubianEMSakamotoACCarreteHJrCentenoRSAmadoDCavalheiroEAJuniorJAMazzacorattiMGThe renin-angiotensin system is upregulated in the cortex and hippocampus of patients with temporal lobe epilepsy related to mesial temporal sclerosisEpilepsia2008491348135710.1111/j.1528-1167.2008.01581.x18363708

[B42] EkdahlCTClaasenJHBondeSKokaiaZLindvallOInflammation is detrimental for neurogenesis in adult brainProc Natl Acad Sci2003100136321363710.1073/pnas.223403110014581618PMC263865

[B43] CacheauxLPIvensSDavidYLakhterAJBar-KleinGShapiraMHeinemannUFriedmanAKauferDTranscriptome profiling reveals TGF-beta signaling involvement in epileptogenesisJ Neurosci2009298927893510.1523/JNEUROSCI.0430-09.200919605630PMC2875073

How the deposited data were processed for this re-analysis (not part of the article)

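The data are gene expression measurements of rat hippocampus on CodeLink Rat Whole Genome arrays, with 1 array per rat and 18 arrays in all. They comprise 5 arrays at D3, 5 at D7, 5 in Chronic and 3 of saline-treated controls, 1 for each of the 3 times. The paper states n = 5 for each group and compares each pilocarpine group with its own time-matched controls. Here 1 control array per time was available, and these 3 arrays of different times stand for all controls. The replicate numbers of the groups do not pair the rats. No slide or scan date was used.

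According to the authors, the arrays were scanned with a GenePix scanner, read with GenePix Pro, and corrected for background and normalized with the CodeLink Expression Analysis software. The normalized intensities used here were made by the authors from the spot intensity minus the local background, divided by 1 constant per array so that the median of good and low spots is about 1, on a linear scale, as tested on the files as deposited. The constant had a median of 129.4 at D3 (from 109.7 to 189.8 over the arrays), 110.9 at D7 (97.3 to 127.3), 125.6 in Chronic (97.4 to 146.3) and 111.5 in Control (111.4 to 128.6). Some spots have an intensity below 0 after the background was subtracted. The series value table holds the same numbers, equal to 6 decimals in 33970 of its 33993 lines in all 18 arrays, and 23 of its lines are empty. Each spot carries a quality flag, G for good, L for low signal, and others for spots that are contaminated, irregular or saturated.

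Each array has 35129 spots, of which 33849 are gene probes. The platform annotation names 16740 of them, and a RefSeq accession names 205 more. Probes that name several genes (165) or none (16739) were tested and counted but not assigned to a gene. The probes name 12344 genes, and 12331 of them had a tested probe. Spots flagged G or L were kept and spots with any other flag, 0.699% of them, were set to missing. The share of spots flagged G had a median of 69.5% at D3, 69.3% at D7, 70.5% in Chronic and 67.3% in Control, and was 66.0% at the lowest and 76.0% at the highest, so that dim probes are about as frequent in every group. Values were raised to a floor, the percentile 1 of the positive values of each array, and log2-transformed. A probe was tested if it had at least 3 values in each pilocarpine group and at least 2 in Control, which left 33800 probes.

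Differences between groups were tested with limma 3.58.1 in R 4.3.3, as 1 model of the 4 groups with an intensity-dependent prior (eBayes with trend) and no covariate. The comparisons were each pilocarpine group with Control, and the 3 pilocarpine groups with each other. P-values were adjusted over all tested probes by Benjamini and Hochberg. A probe was called at an adjusted p under 0.05 and a change of at least 2-fold. A statement that a gene changed at 1 time and not at another rests on the test between those times. Where several probes name a gene, the one with the highest mean log2 value stands for it. Errors given with log2 fold changes are standard errors from the model. The median residual standard deviation was 0.281 on the log2 scale. The correlation between arrays of the same group was 0.949 to 0.973 (median 0.965, 33 pairs) and between arrays of different groups 0.930 to 0.970 (median 0.959, 120 pairs). Where the spots of the lower group were all flagged L, its value on each array was raised to the lowest intensity flagged G on that array for a lower bound on the fold. Where all spots of both groups were flagged L, a call rests on values near background and no fold is given, as for 287 of the 3710 calls against Control.

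The fixed gene lists were 34, of cell types, pathways and control genes, with 784 genes of which 682 were measured, between 3 and 44 per list. The study's own genes made up another 3 lists, those of Table 1, those of Table 2 and the genes named in the text, whose values in the paper had been seen. Each list was compared with all other genes by limma's camera with a preset correlation of 0.01 and with the correlation estimated by limma. The p-values were adjusted over the fixed lists and the study's own lists together, as were those of the Fisher's exact test. The study's lists were chosen on these samples, and including them can lower the adjusted p of other lists. This bears most on lists just under 0.05, such as choroid plexus and GABA-A receptor subunits in Chronic. Calls of the members were also adjusted over the list alone. Enrichment of the lists among the genes higher at all 3 times was tested with a one-sided Fisher's exact test. The overlap of the 3 comparisons was set beside simulated groups without change that share 3 control arrays. The camera test was repeated with each array left out in turn. Comparisons were repeated for other splits of the same arrays. Splits and simulations were run over the probes measured on all arrays used.

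Genes were named by a rule. It takes the 10 genes with the largest rise and the 10 with the largest fall among those called in each comparison with Control and in each of D7 and Chronic with D3, if flagged G on every array of the brighter group and without overlap between the arrays of the groups. It also takes every gene the study names, and up to 4 called members of each fixed list with the largest change. Genes outside the rule are said to have been chosen after their values were seen. The rule, the tests, the lists, and the alternative settings were chosen before the data were examined, apart from 4 settings, 4 tests of explanations, the test of the gene lists with each array left out and 1 way to compute folds, all added later. The alternatives were the time-matched control array alone, other scalings (quantiles, the percentile 75), the series value table, other filters on flags and dim probes, another floor (divided by 10), other tests, array weights from limma (with statmod 1.5.0), only the groups compared, no fold limit, and leaving out each of the 18 arrays in turn.

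The procedure was tested on simulated data with 100 probes changed 3-fold or 4-fold in each comparison at these group sizes. Of the probes changed 3-fold, 74% to 82% were called, and of those changed 4-fold 82% to 90%, none in the wrong direction, with 1 to 7 false calls among 33800 probes. A simulated list of 20 genes shifted by 0.5 was found by camera among 31 lists, with no other list called. This was done for D3 against Control only, and lists of correlated genes were not tested in this way. Real-time PCR, histology and the functional annotation made by the authors were not analysed here. A few results are not reported here.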

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

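Of the tests in this part, those of the share of microglia and macrophages and of the neural progenitors, and those of gene lists without 1 array, were chosen after the result was seen.

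A neutrophil signal stood out in 1 rat. In D7 replicate 31 the mean log2 difference from Control over 8 neutrophil genes was 4.07, while the other D7 arrays lay between 0.42 and 1.00. The genes highest in it, chosen after their values were seen, were those of neutrophil granules and cytoplasm, namely Mpo (6.19), S100a8 (5.88), S100a9 (5.05), Ngp (4.94) and Mmp8 (4.06). Mmp8 and Camp were called higher at D7 and were not without this array (adjusted p = 0.0537 and 0.122 from limma). Their log2 fold changes were then still 1.64 and 1.31. Against only the D7 control array neither was called (2.68 and 1.95). Without D7 replicate 31 the neutrophil list was still higher at D7 by camera with the preset correlation (adjusted p = 0.0202). Of its 8 genes 7 then lay above 0, so with that correlation the call of the list at D7 did not rest on this array alone. With an estimated correlation the list did not pass at D7 even with all arrays. On each of the other D7 arrays Mmp8, Camp, S100a8 and Lcn2 lay above the Control mean. S100a9, Mpo, Ngp and Cxcr2 lay above that mean on some of these arrays and below it on others. Lcn2 is also in the list of reactive astrocytes. Mmp8 was also not called without D7 replicate 33 (0.0509), Control replicate 36 (0.112) or Control replicate 47 (0.0667), and Camp without D7 replicate 33 (0.0769), D3 replicate 13 (0.0501), Control replicate 26 (0.132) or Control replicate 36 (0.138). Other lists, looked at in this array after their values were seen, also stood above the other D7 arrays, though less far, with red blood cells at 0.19 against -2.18 to -0.71, immediate early genes at 0.72 against -0.60 to -0.042, and neuropeptides and secreted proteins at 0.48 against -0.62 to 0.024. The interferon list was low in D3 replicate 13, at 0.34 against 0.54 to 0.61 in the other D3 arrays, and the IGF, PI3K and mTOR list was low in D7 replicate 32, at 0.026 against 0.15 to 0.18. In all, 3 of 135 groups of arrays had an array this far from the others, and chance alone would give about 6.75. No explanation was tested for these arrays.

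Lists that differed between the times by camera with 3 or more genes called, or with an estimated correlation, were those of cell division, reactive astrocytes, the matrix and sterol synthesis. The mitotic list was lower than at D3 by a median of -0.90 at D7 and -1.43 in Chronic. For reactive astrocytes the medians were -0.95 at D7 (adjusted p = 4.84e-09 from limma's camera, and 0.175 with an estimated correlation) and -0.78 in Chronic (adjusted p = 1.11e-05, and 0.651 with an estimated correlation), with 18 and 17 of 20 genes below 0. For matrix and wound healing they were -0.48 and -0.40, and for sterol biosynthesis 0.44 in Chronic against D7. Each of these differences was tested between the groups, and only that of sterol biosynthesis passed with an estimated correlation. Other lists passed by camera alone with fewer genes called. Between D7 and D3 these included sterol biosynthesis (adjusted p = 6.17e-12), neutrophils (0.00272, and 0.0514 without D7 replicate 31) and interferon-stimulated genes (0.000577, and 0.391 without D7 replicate 35), and between Chronic and D3 choroid plexus (0.00112, and 0.0609 without D3 replicate 13).

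The fall of mitotic genes from D3 was weighed against 3 explanations. It was not due to 1 or 2 of the D3 rats, since 4 of the 5 D3 arrays lay above every other array. A larger share of microglia and macrophages at D3 was excluded as the whole cause, because the list of these cells was lower in Chronic than at D3 by a median of only -0.095, far less than the mitotic genes. More dividing neural progenitors may contribute, and this cannot be told here. The 18 progenitor genes other than Nes had a median of -0.22 at D3 (bootstrap standard error 0.17), with 0 called higher and 1 lower, which met the bound that had been set for excluding the explanation, but 7 of them lay above 0 (exact sign test p = 0.481), and a small dividing population need not move the whole list. Division of microglia, astrocytes or cells from the blood stays open and was not tested.

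Signals outside the genes the paper discusses were also seen. Of the 2190 probes called against Control, 956 carry no gene name, and nothing is said here of what they measure. Interferon-stimulated genes were higher at D7, with a median of 1.13 over 19 measured genes, 17 of them above 0 (adjusted p = 5.94e-06 from camera, and 0.326 with an estimated correlation). Much of this rise lay in 1 or 2 rats. The mean of the list over Control was 2.98 in D7 replicate 35 and 1.46 in D7 replicate 33, and 0.51, 0.41 and 0.17 in the other D7 arrays. Without D7 replicate 35 the mean over the genes at D7 was 0.63 and the median 0.76, with 16 above 0 (adjusted p = 0.000119).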

How the results depend on the processing

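Of the settings in this part, leaving out the 2 arrays that stand apart (D7 replicate 33 and Chronic replicate 41), using a single control array for every group, and leaving out each array for the gene lists were chosen after the data were seen. No call of a named gene changed direction under any setting, and the settings that lost the most calls were those with 1 control array and the t test at an adjusted p. Of 398 calls of named genes, 211 remained against the time-matched control array alone. With only the D3, the D7 or the Chronic control array, 194 of 346, 172 of 343 and 115 of 346 remained. Of 399 calls, 215, 324 and 388 remained by Student's t test at an adjusted p under 0.05, at an unadjusted p under 0.01 and at an unadjusted p of at most 0.05. With the other settings 397 remained with the series value table and with all flags kept, 395 with the floor divided by 10, 387 with array weights, 386 with scaling at the percentile 75, 378 without the intensity trend, 377 with quantile normalization, 374 without the arrays that stand apart, 372 with only the 2 groups compared, and 305 in every fit that left out 1 array. Of 391 calls in genes with good spots on 3 or more arrays 391 remained, and of 279 with values from good spots alone 274. Dim probes limit the folds and the counts, and the 3 control arrays limit which calls are stable. Scaling at the percentile 75 moved the median of all probes from -0.06 to 0.05 at D7 and from -0.08 to 0.03 in Chronic. Normexp background correction and a block for slide or scan date were not run, since no background column, slide or date was used here.

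The counts that follow are of probes, higher and then lower, where they left the range of 1.5 times the reported count. With fewer arrays or another threshold the setting itself bears on the count, and for the others the cause was not tested. Against the time-matched control array alone, taken to vary like the other groups, 188 probes were lower at D3, 457 and 52 were called at D7, 70 and 13 in Chronic, 4 higher in Chronic than at D7, and 27 and 1 at all 3 times, of which 25 were among the 485. With only the D3 control array, 186 were lower at D3, 522 and 46 were called at D7, 386 and 88 in Chronic, and 282 and 22 at all times. With only the D7 control array, 178 were lower at D3, 466 and 52 were called at D7, 254 and 22 in Chronic, and 210 and 5 at all times. With only the Chronic control array, 489 and 109 were called at D3, 189 and 24 at D7, 69 and 13 in Chronic, and 56 and 4 at all times. With each of these 3 arrays alone, 4 were higher in Chronic than at D7.

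With only spots flagged G, 661 and 236 were called at D3, 464 and 96 at D7, and 348 were higher in Chronic. Between the times, 9 were then higher at D7 than at D3, 15 and 116 differed between Chronic and D3, and 2 and 5 between Chronic and D7, with 256 higher at all times. Without a fold limit, 2673 and 4815 were called at D3, 2097 and 4021 at D7, 1643 and 3311 in Chronic, 87 and 212 between D7 and D3, 273 and 648 between Chronic and D3, 33 and 27 between Chronic and D7, and 1038 and 2013 at all times. Quantile normalization left 256 lower at D3, 130 lower in Chronic, 14 higher at D7 than at D3, 35 higher in Chronic than at D3 and 21 lower at all times. Scaling at the percentile 75 left 64 lower at D7, 117 lower in Chronic and 22 lower at all times. Without the arrays that stand apart, 90 were lower at D7, 131 lower at D7 than at D3, 0 and 1 differed between Chronic and D7, and 23 were lower at all times. With array weights, 55 and 143 differed between D7 and D3, and 2 were higher in Chronic than at D7. With only the 2 groups compared, 669 were higher at D7, and 3 and 0 differed between Chronic and D7. With probes flagged G on 3 or more arrays 20 were higher at D7 than at D3, and with the floor divided by 10 there were 21.

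By Student's t test at an adjusted p under 0.05, 91 and 21 were called at D7, 286 and 61 in Chronic, 1 and 4 between D7 and D3, 26 higher in Chronic than at D3, 0 and 0 between Chronic and D7, where 3411 probes had an unadjusted p under 0.05 from limma, and 32 and 2 at all times. At an unadjusted p under 0.01 there were 545 and 86 at D7, 139 and 127 between D7 and D3, 106 higher in Chronic than at D3, 33 and 70 between Chronic and D7, and 224 and 21 at all times. At an unadjusted p of at most 0.05 there were 459 and 182 between D7 and D3, 320 higher in Chronic than at D3, and 91 and 239 between Chronic and D7.

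For gene lists, camera with an estimated correlation found 0 higher and 0 lower at D3, 4 and 1 at D7, 0 and 0 in Chronic, 0 and 0 between D7 and D3 and between Chronic and D3, and 1 and 0 between Chronic and D7. With a preset correlation 4 lists were higher and 4 lower at D7 than at D3, 3 and 3 in Chronic than at D3, and 3 and 6 in Chronic than at D7. With each array left out, 13 to 15 lists were higher and 5 to 6 lower at D3, 14 to 16 and 5 to 6 at D7, 14 to 17 and 4 to 6 in Chronic, 1 to 7 and 4 to 6 between D7 and D3 (1 higher without D7 replicate 31, 2 without D3 replicate 11 or D7 replicate 34, 7 without D7 replicate 32), 2 to 4 higher and 3 lower in each fit between Chronic and D3, and 1 to 6 and 3 to 9 between Chronic and D7 (1 higher without Chronic replicate 41, 5 without Chronic replicate 45, 6 without D7 replicate 35, and 3 lower without D7 replicate 33). With the mean of all probes of a gene, 2 lists were higher at D7 than at D3. Against the time-matched control array, the D3 medians of complement, microglia and macrophages, antigen presentation and chemokines were 2.035, 1.625, 1.296 and 0.877. With the 3 controls they were 1.886, 1.405, 1.367 and 0.387. For these lists at D3, a call lost with 1 control array therefore need not mean a smaller shift of the list. Among common genes from the time-matched controls, 2 lists were enriched in place of 8.

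Leaving out each array in turn gave 1004 to 1245 probes higher and 280 to 414 lower at D3, 720 to 1130 and 87 to 211 at D7, 516 to 862 and 144 to 295 in Chronic, and 346 to 554 and 24 to 51 at all times. The lowest counts lower at D7 and at all times were without D7 replicate 33. Between D7 and D3, 13 to 40 were higher, with 13 without D7 replicate 32 or 34, 16 without D3 replicate 12, and 17 without D3 replicate 14 or D7 replicate 35. There, 35 to 132 were lower, with 35 without D3 replicate 12, 39 without D7 replicate 34, 46 without D7 replicate 32, 48 without D3 replicate 15 and 132 without D7 replicate 33. Between Chronic and D3, 35 to 78 were higher and 140 to 241 lower, with 35 higher without Chronic replicate 41 or 42 and 41 without D3 replicate 12. Between Chronic and D7, 2 to 15 were higher and 6 to 14 lower, with 2 higher without Chronic replicate 41, 4 without Chronic replicate 44, 15 without Chronic replicate 43, and 6 lower without D7 replicate 31 or Chronic replicate 41.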

Differences from the paper's values

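In this part, the settings with a single control array, the folds from mean intensities and the comparison of the paper's counts with those of 1 probe per gene were chosen after the data were seen. The counts here are of probes at an adjusted p under 0.05 from limma and at least 2-fold, and the paper's are of genes at its P of at most 0.05, the same fold limit and a cutoff that depends on intensity, so the thresholds differ. The controls differ too, as the paper states them. It compares each group with a control group of its own time and states n = 5 per group. Here each was compared with the same 3 control arrays, 1 of each time. For the genes of the paper's Table 1, the folds argue against other controls in the paper. Of these folds, 83 were within 1.1 times with the 3 controls, and 36 with the time-matched array alone. With the 3 controls, 17 were beyond 1.5 times. Which controls gave the paper's counts was not tested. A t test at an unadjusted p of at most 0.05 with the same fold limit, against the 3 controls and without the paper's cutoff by intensity, is among the 15 alternatives set before the data were examined. The description deposited with the data gives a p under 0.01 in place of the paper's 0.05. A t test at an unadjusted p under 0.01 is also among the 15.

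For genes differing from control the paper gives 736 at D3, and 1552 probes were called here. Of the alternatives set before the data were examined, the time-matched control array alone (1074) and only good spots (897) came within 1.5 times of the paper's value, and the other 13 did not. At D7 the paper gives 328 against 1181 here, and none of the 15 came within that range. In Chronic the paper gives 326 against 977 here, and only the t test at an adjusted p under 0.05 (347) came within it. For the sum over the times the paper gives almost 1400 against 3710 calls here, and the time-matched control array (1666), only good spots (1974) and the t test at an adjusted p under 0.05 (1776) came within it. Of genes lower than control, the paper gives 81 at D3 against 395 here, 19 at D7 against 146, and 31 in Chronic against 207. Of the 15 alternatives only the t test at an adjusted p under 0.05 came within that range, at D7 (21). For genes higher at all 3 times the paper gives 128 against 485 here, and none of the 15 came within range. For genes lower at all 3 times the paper gives 2 against 40, and only the t test at an adjusted p under 0.05 (2) came within it.

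Part of these gaps may lie in what is counted, since the values above count probes, with or without a gene name. Counted with 1 probe per gene, a comparison chosen after seeing the values, 748 genes differed at D3, 529 at D7 and 437 in Chronic, 1714 over the 3 times. Of these the counts at D3, in Chronic and over the times came within 1.5 times of the paper's. Genes lower numbered 120 at D3, within that range, and 60 at D7 and 83 in Chronic, outside it. At all 3 times 262 genes were higher and 21 lower, both outside it. This count leaves out probes without a gene name and keeps the brightest probe of each gene. The change therefore cannot be put down to the unit alone. Of the 485 probes, 157 have no gene name and 328 name 302 genes, of which 262 were called by their brightest probe. Whether the paper's genes include probes without a name is not stated. The count could drop none of the calls made here for genes of the paper's Table 1, since these already use 1 probe per gene.

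Single control arrays, chosen after seeing the values, also reached some of the paper's counts. With the D3 control array alone 1073 probes were called at D3 and 474 in Chronic, and 27 of the 114 calls made here for genes of the paper's Table 1 were dropped. With the D7 control array alone 956 were called at D3, 276 in Chronic, 22 of these lower, and 1750 over the 3 times, and 32 of 111 such calls were dropped. With the Chronic control array alone 598 were called at D3, 109 of them lower, and 24 were lower at D7, and 69 of the 114 were dropped. The time-matched control array alone dropped 44 of 113 calls for these genes, and the t test at an adjusted p under 0.05 dropped 43 of 114.

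The fold changes in the paper's Table 1 were set beside the folds computed here, including those with only a lower bound or no fold to give. For Nfkbiz, Ccl4, Cd8b, Tnfsf4, Alox12 and Ccl3 only lower bounds hold, so their closeness to the paper's values is not established. Cd8b at D3 was computed as 6.80-fold against 6.7 in the paper, with a lower bound of 2.29-fold. Of all these values, 83 were within 1.1 times of the value here, 109 within 1.5 times and 17 beyond. Of these 17, 10 also differed by more than the standard deviation between arrays, and 1 did not, Sh3bp2 in Chronic (2.9 in the paper, 1.89 here). For 2, of Adcy7, only a lower bound could be set, and for 4 no fold is given, since no control spot was above background. Of the same values, 76 were within 1.1 times with quantile normalization, 65 with scaling at the percentile 75, 36 with the time-matched control array and 78 with the ratio of mean intensities, chosen after seeing the values. For Csf1r the paper gives 5.1 at D3, 12.2 at D7 and 7.4 in Chronic, against 1.96, 2.53 and 1.91 here by its brightest probe, and its other probe gave 3.32, 8.01 and 4.84 and was called higher at all 3 times (adjusted p = 0.00413, 0.000114 and 0.00161 from limma). For Cdkn1a the paper gives 4.7 at D3 against 2.64 here, and its other probe gave 4.88. For Cd4 the paper gives 2.9, 3.9 and 5.5, which could not be compared, because its spots here were near background, flagged G on 1 array only, and it was not called. For RT1-DMb the paper gives 5.8, 6.3 and 5.1 against 3.48, 3.46 and 2.42 here. For Arhgap29 the paper gives 3.4, 4.0 and 2.9 against 1.24, 0.954 and 1.16 here. For Adcy7 the paper gives 19.4 at D3, which could not be compared either, with no control spot flagged G, and at D7 and in Chronic only lower bounds of 1.04-fold and 1.05-fold could be set here, and it was not called. Of the alternatives set before the data were examined, quantile normalization brought RT1-DMb at D3 within 1.5 times of the paper's value (3.87), and for the other values of Csf1r, Cdkn1a, RT1-DMb and Arhgap29 that differed none did.

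Some statements on genes also differ. The paper describes genes higher at all times as more numerous than those higher at a single time, apart from D3, while here the 485 probes also exceeded the 385 called at D3 alone. Against the time-matched control array 662 were called higher at D3 alone, 242 at D7 alone, 26 in Chronic alone and 27 at all times, so D3 then was an exception as in the paper, and D7 was one too. It reports Cdk1 as higher at D3 only, and here Cdk1 was also called at D7 (1.85 on the log2 scale), though not against the time-matched control array (adjusted p = 0.105 from limma), nor by the t test under 0.01 unadjusted or under 0.05 adjusted, nor against any single control array, chosen after seeing the values. For Nes and Cdkn2c the calls here went with the paper's own PCR statement, which gives them as higher at D3 only. For Tgfb1, Igf1 and Gfap that statement gives significant changes at all times without naming a direction. Here these genes were called higher at all times. Bmp3 is given as lower in Chronic, where it was not called here (-0.59). It was called lower at D7, though not against only the D7 control array (-1.46). Map2k1 is given as lower in Chronic, where it was -0.50 here, called only without a fold limit.

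In Table 2, of 21 genes measured here, 14 were called at 1 or more times and 7 at none. The paper's P38 Mapk names no isoform and was taken here as Mapk14, so another p38 gene may be meant. Given there as higher, Mapk14 was at -0.26, Pik3r3 at -0.07 and Rasa2 at 0.06 in Chronic, and Pik3r1 at -0.18 at D7. Also given as higher, Csf2rb was at -0.09 at D3, 0.40 at D7 and 0.07 in Chronic, and Cacna1g at -0.47, -0.50 and -0.12. By the brightest probe of each gene, none of these was called higher under any setting. Other probes were not examined for Table 2. Pik3c2b, given as higher at all times, was called here at D7 and in Chronic and at D3 only with the floor divided by 10, from spots flagged L on all arrays. Several genes given for D3 were also called later here, Plcb2, Tgfbr1 and Hes5 at all 3 times, Jak3 at D7 and Acvr1c in Chronic, and Ifngr1, given for D7, was also called at D3. Casp4, Gadd45a, Tgfb1 and Igf1 were called higher at all 3 times, as the paper gives them. Fgf7 had no probe with that name here. Of the Table 1 genes that the paper gives as higher at all times, Csf1r was called at all times by its other probe, and by its brightest probe also at D3 and in Chronic with quantile normalization, with scaling at the percentile 75 and without a fold limit, and at D3 without D3 replicate 15 or Control replicate 47. Sh3bp2 was also called in Chronic with scaling at the percentile 75, without a fold limit, without Chronic replicate 41 and, chosen after seeing the values, without the arrays that stand apart.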

Other observations

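Of the tests in this part, those of 1 control array in place of 3 and of a change with the time after SE, and those of gene lists without 1 array, were chosen after the result was seen.

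Some changes lie outside the claims above. Of 19 measured interferon-stimulated genes, 3 rose at D3, 4 at D7 and 2 in Chronic, and none fell (2, 9 and 4 when adjusted over the list alone). Ifitm3, which encodes an interferon-induced membrane protein, was at 2.06 ± 0.37 (standard error, n = 5 against 3), 1.60 ± 0.37 and 1.77 ± 0.37, and Ifi44 rose at D7 (1.38 ± 0.42), though not when any 1 control array, D7 replicate 33 or D7 replicate 35 was left out, with adjusted p up to 0.111. The list was also higher at D3 (adjusted p = 0.0284 from limma's camera, and 0.597 with an estimated correlation) and in Chronic (3e-05, and 0.358 with an estimated correlation), at D3 not without Control replicate 36 (0.0667). Without the arrays that stand apart 2 of its genes were called at D7. Against the time-matched control array Ifitm3 was called at D3 only, and Ifi44 was not called at D7 (1.59). Gal, the gene of the inhibitory peptide galanin, rose 2.83-fold at D3, 1 of 2 called genes of 17 neuropeptides and secreted proteins. Of that list 1 gene fell at D7 (0 rose), and 1 rose and 1 fell in Chronic (3 and 1 when adjusted over the list alone). No direction is given for this list, whose median changed sign with the scaling, and it was not shifted by camera (adjusted p = 0.535, 0.922 and 0.462 in the order of the times).

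Of 13 measured subunits of GABA-A receptors none was called at any time, also when adjusted over the list alone. As a list they were lower at D3 (median -0.35, adjusted p = 0.0435 from camera), D7 (-0.48, adjusted p = 0.0223) and in Chronic (-0.44, adjusted p = 0.0493), and not with an estimated correlation (adjusted p = 0.485, 0.374 and 0.496). Without Control replicate 26 the list passed at none of the times (adjusted p from camera 0.0811, 0.0514 and 0.117), and without other single arrays not at D3 or in Chronic, with adjusted p up to 0.0946. Nr4a3, an immediate early gene, fell at D3 (-1.29 ± 0.22), 1 of 23 in its list, and none was called at D7. The immediate early list was not shifted against Control at D3 (adjusted p = 0.396), D7 (0.857) or in Chronic (0.211). Of 8 neutrophil genes, Lcn2 rose at all times and Cxcr2 fell at D3 (-1.56 ± 0.49, at least 1.04-fold), with 3 higher at D7, in counts equal to those adjusted over the list alone. Lcn2 is also in the list of reactive astrocytes and Csf3r in that of Jak-STAT signaling. The neutrophil list was higher at D7 (adjusted p = 0.0024, and 0.257 with an estimated correlation) and not at D3 (0.419) or in Chronic (0.357). Cxcr2 was not called at D3 without Control replicate 26 (adjusted p = 0.126), Control replicate 47 (0.101), D3 replicate 12 (0.0609) or D3 replicate 13 (0.0561), and Lcn2 not in Chronic without Control replicate 36 (adjusted p = 0.0528). Against only the control array of the same time, Lcn2 was not called at D7 (2.24) or in Chronic (1.78), nor Cxcr2 at D3 (-2.0). Of 10 genes of the thalamus and other neurons outside the hippocampus, Ntng1 fell at D7 (-1.03 ± 0.16). It was not called without D7 replicate 33 (log2 fold change -0.92) or Control replicate 26 (-0.99). Of 3 red blood cell genes, Alas2 fell at D3 and D7 (-1.70 ± 0.58 and -2.44 ± 0.58). It was not called at D7 without Control replicate 36 (adjusted p = 0.0556), and at D3 when any 1 control array or D3 replicate 11, 13 or 15 was left out, with adjusted p up to 0.181. Against only the control array of the same time, Alas2 was called neither at D3 (-1.59) nor at D7 (-3.05). Of 6 housekeeping genes none was called. Over each of these lists alone the counts were equal. None of these 3 lists was shifted at any time, with adjusted p at D3 of 0.549, 0.278 and 0.369.

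Other splits of the arrays were compared with the real groups over the probes measured on all arrays used. For D3 against Control, 1 of 56 splits, the real one, called as many as 1520 probes, and the highest other called 7. For D7 against Control, 1 of 56 reached the real 749, and the highest other called 480. For Chronic against Control, 1 of 56 reached 852, and the highest other called 70. For D7 against D3, 1 of 100 reached 98, and the highest other called 5, and for Chronic against D3, 1 of 100 reached 233, and the highest other called 23. In these comparisons chance can be excluded. For Chronic against D7, 5 of 100 reached the real 3, and the highest other called 70, so chance cannot be excluded there. That split, many times above the real count, points to a structure of the samples other than their group. It set D7 replicates 31, 32 and 34 with Chronic replicates 43 and 45 against the other arrays of both groups. The mean of the choroid plexus list, looked at afterwards, lay between -1.66 and 0.73 in the former and between 0.82 and 2.41 in the latter. Whether these genes account for the split was not tested. The split with 480 probes set D7 replicates 32 and 34 with the 3 controls against the other D7 arrays, and so follows differences among the D7 rats.

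On the first principal component of 30451 probes (16.9% of the variance), the controls lay at 72.9, 77.7 and 56.02, D7 replicates 32 and 34 at 12.7 and 14.8, and D7 replicate 33 at -63.2. D7 replicate 33 had an array weight of 0.399 and Chronic replicate 41 of 0.594, the lowest of the 18.

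Fewer probes were called against the Chronic control array alone. In Chronic, 82 probes were called against it, 474 against the D3 control array and 276 against the D7 control array, 0.297 times the lower of these. The same array also gave the lowest counts at D3 (598 against 1073 and 956) and D7 (213 against 568 and 518). Each of these counts rests on 1 control array, so the number of arrays alone does not set this one apart, but how far counts against a single array vary by chance cannot be told from 3 arrays, and that stays open. A pilocarpine-treated rat under a control's label was excluded, since 72 genes of complement, microglia, antigen presentation and reactive astrocytes reached only 16.3% of their mean rise in Chronic (1.398) in that array. Whether the array carries part of the change cannot be told, because these genes lay above the mean of the other controls by 0.23 on average (standard error 0.0913 over genes, 53 of 72 above), which does not pass the set bound by more than its error, and the probes higher at all times lay above by a median of 0.27. The age or time of that rat stays open and was not tested, since each time has 1 control array.

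Genes of the choroid plexus differed widely between arrays of the same group. The mean of 14 genes lay between -1.66 and 2.41 over the 18 arrays relative to Control, from -1.66 to 1.84 at D7 and from -1.36 to 1.36 among the controls. Within groups the members had a median correlation of 0.860, while the highest of 200 random lists of the same size had 0.321, so the values may reflect choroid plexus taken along in the dissection of some hippocampi. Of the variance, 14.9% lay between the groups (permutation p = 0.494, 100000 permutations). This share restates that arrays of the same group differed, so it does not tell whether a change with the time after SE contributes, and that stays open. The D3 rats, all taken at the same time, lay between -1.45 and 1.45. Not all members followed the list. The correlation of a member with the mean of the others was 0.853 to 0.989 apart from Ttr (0.429), Cldn2 (0.427) and Igf2 (0.284). Cldn2 stayed between 3.28 and 4.37 on all arrays, while Enpp2 ran from 2.37 to 5.95, so not every choroid plexus gene moved as the explanation would have it. Igf2 is also in the IGF list. Without Ttr the median correlation was 0.889 and 10.7% of the variance lay between the groups. Ttr was the 1 member called, lower at D7 (-4.13 ± 1.34, adjusted p = 0.0451 from limma). It had no spot flagged G or L in 5 arrays, D3 replicates 11 and 14, D7 replicates 33 and 35 and Chronic replicate 44, so the D7 value rests on 3 arrays, in which the mean of the list was low (-1.66 to -1.05). In the 2 D7 arrays without a value of Ttr the list lay at 1.84 and 1.31. It was not called when adjusted over the list alone, against the D7 control array (adjusted p = 0.765), or without Control replicate 26 (0.192), Control replicate 47 (0.119), D7 replicate 33 (0.057), D7 replicate 35 (0.0511) or Chronic replicate 42 (0.0542). The list was higher in Chronic by camera (adjusted p = 0.0493), though not in several fits that left out 1 array, with adjusted p up to 0.49 without Control replicate 36, and not with an estimated correlation (adjusted p = 0.637).

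Between Chronic and D7, lists lower by camera with the preset correlation were complement, microglia and macrophages, neutrophils, lysosome, homeostatic astrocytes and mitotic cell cycle, and lists higher were choroid plexus, immediate early genes and sterol biosynthesis. With an estimated correlation only sterol biosynthesis passed. With each array left out in turn, 5 of these lists did not pass in 1 or more fits, namely complement, microglia and macrophages, lysosome and immediate early genes, with their highest adjusted p without D7 replicate 33 (0.531, 0.688, 0.501 and 0.296), and choroid plexus, with its highest without D7 replicate 34 (0.19). With the preset correlation the other 4 passed in every such fit.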
